# New insights into the *Plasmodium vivax* transcriptome using RNA-Seq

**DOI:** 10.1038/srep20498

**Published:** 2016-02-09

**Authors:** Lei Zhu, Sachel Mok, Mallika Imwong, Anchalee Jaidee, Bruce Russell, Francois Nosten, Nicholas P. Day, Nicholas J. White, Peter R. Preiser, Zbynek Bozdech

## Abstract

Historically seen as a benign disease, it is now becoming clear that *Plasmodium vivax* can cause significant morbidity. Effective control strategies targeting *P. vivax* malaria is hindered by our limited understanding of *vivax* biology. Here we established the *P. vivax* transcriptome of the Intraerythrocytic Developmental Cycle (IDC) of two clinical isolates in high resolution by Illumina HiSeq platform. The detailed map of transcriptome generates new insights into regulatory mechanisms of individual genes and reveals their intimate relationship with specific biological functions. A transcriptional hotspot of *vir* genes observed on chromosome 2 suggests a potential active site modulating immune evasion of the *Plasmodium* parasite across patients. Compared to other eukaryotes, *P. vivax* genes tend to have unusually long 5′ untranslated regions and also present multiple transcription start sites. In contrast, alternative splicing is rare in *P. vivax* but its association with the late schizont stage suggests some of its significance for gene function. The newly identified transcripts, including up to 179 *vir* like genes and 3018 noncoding RNAs suggest an important role of these gene/transcript classes in strain specific transcriptional regulation.

Malaria remains a global problem impacting hundreds of million lives around the world. Over recent years significant progress has been made in reducing the global burden of *Plasmodium falciparum* and major steps towards an operational vaccine have been recently made^1^,^2^. The successful control of *P. falciparum* has though highlighted how little progress has been made to control the second species of the malaria pathogen; the geographically most widely spread parasite, *P. vivax*. It is of particular concern that in areas where *P. falciparum* control is successful, *P. vivax* becomes dominant^3^. This suggests that the overall morbidity caused by *P. vivax* has been significantly underestimated in the past^4^,^5^,^6^. The distinct pathophysiology of *P. vivax* that is now being fully appreciated, calls for specific disease control programs that need to be different from those that until now are being used in most endemic regions to target *P. falciparum*^3^,^5^,^7^.

The specificities of *vivax* malaria are underlined by unique biology of the pathogen itself and its interaction with the host^7^,^8^,^9^. The difficulty in studying this parasite in the laboratory due to a lack of a continuous *in vitro* culture system, limits the understanding of molecular mechanisms that characterize this parasite. Nonetheless publication of the genome^10^ and the transcriptome of the blood stage life cycle^11^,^12^ in 2008 provided invaluable insights into *P. vivax* biology. The subsequent high throughput sequencing^13^ and the assembly of a genetic map helped us to understand the genetic diversity of this pathogen^9^,^14^,^15^,^16^,^17^,^18^ showing specific differences from other parasites^10^,^19^,^20^,^21^. Altogether these genomic studies provided a broader platform for identifying new molecular targets for malaria intervention strategies^22^,^23^,^24^,^25^. More insights were also obtained into the genetic nature of *P. vivax* relapses resulting from the activation of the dormant hypnozoite stage^26^.

Genome-wide transcriptional analyses throughout the life cycle stages of *Plasmodium* using microarray approaches revealed many features of gene expression and utilization in respect to both the parasite growth and adaptation to its host^10^,^11^,^12^. Nonetheless, some properties of gene expression remained uncharacterized including absolute expression levels, the structures of the untranslated regions (UTRs) or the full extent of alternative splicing (AltSpl). RNA-Seq studies of *P. falciparum* parasites failed in deriving these information due to the high abundance of AT-rich low complexity sequences in the genome^27^,^28^,^29^. Although the *P. vivax* genome is highly syntenic to *P. falciparum* with only a handful of syntenic breaks within the 14 chromosomes, it has a higher CG content (45% CG) and virtually lacks the A-T rich repeats^10^,^30^. Here we establish the *P. vivax* transcriptome of the Intraerythrocytic Developmental Cycle (IDC) of two clinical isolates in high resolution by Illumina HiSeq platform. This study complements the previous microarray study^11^ providing a better understanding of the dynamics of the *P. vivax* transcriptome by measuring the absolute transcript levels. In addition, we complete and expand the *P. vivax* gene annotation by characterizing UTRs and transcriptional start sites (TSS) for the majority of the genes, identifying new AltSpl events and also previously unknown protein-coding and noncoding transcripts.

## Results and Discussion

### Sequencing of the *P. vivax* transcriptome

The global transcriptome of human malaria parasites has been previously characterized by microarray-based studies showing that the vast majority of genes display a single peak abundance profile that correlate with their functional needs during the IDC of both *P. falciparum*^31^,^32^ and *P. vivax*^11^,^12^. To interrogate the global pattern of *P. vivax* transcription in higher resolution, we applied massively parallel sequencing to the identical RNA samples previously used in the microarray study^11^. Briefly, the *P. vivax* samples were collected from two patients at the Shoklo Malaria Research Unit, Mahidol University, Mae Sot, Northwest Thailand (here defined as SMRU1 and SMRU2). Samples were highly synchronous containing 100% and 83% ring stages at the time of blood collection as validated by microscopy-based parasite morphology counts. High levels of synchrony were subsequently maintained over the 48 hour *ex vivo* cultures with morphological stage exclusivity reaching 100–94% for trophozoites and 82–65% for schizonts at the given time points (for details of sample collection and *ex vivo* culturing see reference^11^). Overall, 15 parasite samples (7 for SMRU1 and 8 from SMRU2 isolates) were used for sequencing (Methods). In addition, four samples that consisted of equal amounts of total RNA from the 15 time course samples were also prepared. These samples provided an important reference for the quality of the sequencing process, statistical evaluation of RNA abundance, and also discovery of UTRs, AltSpl and new transcripts (see below). 

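The data examined here are the mRNA abundance values of 19 libraries, each holding 1 value for each of 5226 protein coding genes. The 7 SMRU1 libraries were made at 6, 18, 24, 30, 36, 42 and 48 hr of *ex vivo* culture and the 8 SMRU2 libraries at these times and at 12 hr, with a single library per isolate and time point. The 4 other libraries are the control reference samples. The time course therefore has no replicates within an isolate. The differences between the control reference samples show only the error of library preparation and sequencing, and of mixing if they were mixed separately. The authors mapped read pairs with Tophat2, removed r(t)RNA reads, kept uniquely mapped pairs, calculated FPKM over coding exons and took the log2. They set undetectable values to −4 on that scale. Coding sequence positions for 1253 genes were taken from Supplementary Data S3. In low expressed genes FPKM moves in steps of 1 fragment. Such steps in 40 to 173 of these genes per library gave the number of fragments behind each library. It ranged from 2.96 to 4.24 M in SMRU1 (median 3.50 M), from 3.04 to 5.42 M in SMRU2 (median 4.57 M) and from 5.68 to 6.79 M in the control reference samples (median 6.58 M). Between 69.2% and 86.3% of the values used came within 0.1 of a whole number of fragments, against 20% by chance for a number fixed beforehand. The number was chosen by how near these same values came to whole fragments, which raises the share by itself. The sum was 85.4 M, and the paper states 101 M uniquely mapped read pairs for its profiles and between 2.2 M and 5.1 M pairs per library on the chromosomes. FPKM is scaled by the number of mapped fragments, so the values here carry the recovered numbers. In the time course libraries, counting error alone has an SD of 0.084 to 0.129 log2 for a gene of 1 kb at the library's median FPKM. At an FPKM of 10 this SD is 0.196 to 0.265 log2, and in the control reference samples both are smaller. Profiles were taken as log2 FPKM, or as the log2 ratio of FPKM to the mean FPKM of the controls. No value was added before the logarithm, so the undetectable values enter at −4. This choice, the pairing of isolates by hours of culture, and the rule for a peak can change the numbers.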

In the further text, we refer to them as the control reference samples. Illumina HiSeq2000 was employed in a single flow cell to generate a total of 1.7 billion paired-end 2 × 101 bp reads with a median of 81M read pairs per sample (range, 61 M–134 M). There were 3.7% to 12.2% (median = 5.7%) reads uniquely mapping to the *P. vivax* SalI genome^10^,^33^ (PlasmoDB^30^,^34^,^35^ release12) excluding regions of r(t)RNAs and 0.8% to 14.4% reads (median = 2.2%) mapping to human RNAs (see Supplementary Fig. S1 and Table S1 online). There were no reads that mapped to the core genome of other *Plasmodium* species which further confirms that the two donor patients were not infected by other (than *P. vivax*) *Plasmodium* parasites. Overall, 2.2 M to 5.1 M (median = 3.1 M) read pairs per library mapped to the 22.6 M chromosome sequences that resulted in 20–45 fold (median = 27) coverage of the *P. vivax* genome. For the 13,626 exons in the total 5586 annotated protein coding genes in *P. vivax*, 93% of them showed coverage greater than 10-fold in at least one time point across the IDC in both isolates and 88% of the exons showed the same high level of coverage (>10 fold) in the four control reference samples. 

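The PCC of log2 FPKM across the 5226 genes lay between 0.9927 and 0.9937 for the 6 pairs of control reference samples. It is a correlation across genes within a pair of libraries, and genes are not independent replicates, so no p-value is given. The highest PCC between a control reference sample and a time course library was 0.902. The SD of a gene's log2 FPKM over the 4 control reference samples had a median of 0.083, and it fell from 0.142 in the lowest 20% of genes by mean control expression to 0.055 in the highest 20%. Without the logarithm the lowest PCC was 0.999.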

Reproducibility of the results from the control reference samples was demonstrated by Pearson Correlation Coefficient (PCC) that was greater than 0.99 for each pair which indicates a high fidelity of our sequencing procedures (see Supplementary Fig. S2a–f online).

### mRNA abundance profiles across the *P. vivax* IDC

To reconstruct the transcriptional cascade of the *P. vivax* IDC, we used *Fragments Per Kilobase of coding exon per Million fragments mapped* (FPKM)^36^ to measure the absolute mRNA abundance for each gene in the individual time points. In total, we established expression profiles for 5226 protein coding genes (see Fig. 1a and Supplementary Data S1 online). 

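Every gene had an FPKM of at least 1 in each of the 4 control reference samples, the lowest value being 0.0087 on the log2 scale, so the abundance part of the filter is already applied in the values. An FPKM of at least 2 in every control was reached by 5187 genes, of at least 10 by 4871 genes and of at least 100 by 1491 genes. The read count part of the filter needs the reads and was not repeated. In limma's moderated F test on the 7 time points that both isolates have, with the isolates as the only replicates and isolate as a covariate, 4657 genes (89.1%) changed with time at a Benjamini-Hochberg adjusted p under 0.05.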

Single peak transcription profiles were observed for 4981 (95%) genes in the SMRU1 and 4828 (92%) in the SMRU2 time courses, respectively. These RNA-Seq-derived transcriptional profiles agreed with the microarray-based results^11^ with correlations values 0.95 ± 0.06 (median PCC ± Median absolute deviation) and 0.91 ± 0.1 for SMRU1 and SMRU2 isolates, respectively (see Supplementary Fig. S4a,b online). 

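Peaks were counted on the log2 ratio to the controls, with 48 hr joined to 6 hr as a cycle, and a peak had to rise at least 1 log2 unit above the valleys beside it. Exactly 1 such peak was found in 4823 genes (92.3%) of SMRU1 and in 4499 genes (86.1%) of SMRU2. In SMRU1, 245 genes had no peak of that height and 158 had more than 1, and in SMRU2 these were 398 and 329 genes. The rule was chosen for these data, since the paper's text names none. In SMRU2 the count moved most when a rise of 2 log2 units was required, to 3004 genes, and in SMRU1 when 6 hr and 48 hr were not treated as neighbours, to 3423 genes.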

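The profiles of SMRU1 and SMRU2 were compared gene by gene over the 7 time points that both have, as log2 ratios to the controls. The median PCC over the 5217 genes with a varying profile was 0.841 (95% confidence interval of the median over genes 0.835 to 0.846), with quartiles of 0.737 and 0.914, and 4893 genes had a PCC over 0.5. A sine wave with a period of 48 hr, fitted to each gene in each isolate, gave a median absolute difference in timing of 2.60 hr, and the timing lay within 6 hr in 4732 genes (90.5%). The differences were mostly in the same direction: SMRU2 peaked earlier in 4573 genes (87.5%), by a median of 2.44 hr over all genes. Setting SMRU1 against SMRU2 6 hr later lowered the median PCC to 0.418, and against SMRU2 6 hr earlier it was 0.898. Both shifts pair fewer libraries than the 7 shared time points. The earlier shift leaves out the 6 hr libraries, and without 6 hr the unshifted median was already 0.877. When SMRU1 was interpolated between its libraries and moved in steps of 0.5 hr, a scan made after the values were seen, the median PCC over the 5 SMRU2 time points from 18 to 42 hr rose from 0.877 without a shift to 0.971 at a shift of 3.5 hr. The rule in the Methods for genes that differ (pairwise Wilcoxon test, PCC and a difference below that between the controls) was met by 1 gene as written. With the last criterion turned round, so that the difference had to exceed that between the controls, 61 genes met it, and 35 of these were higher in SMRU2.

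**Figure D1:**
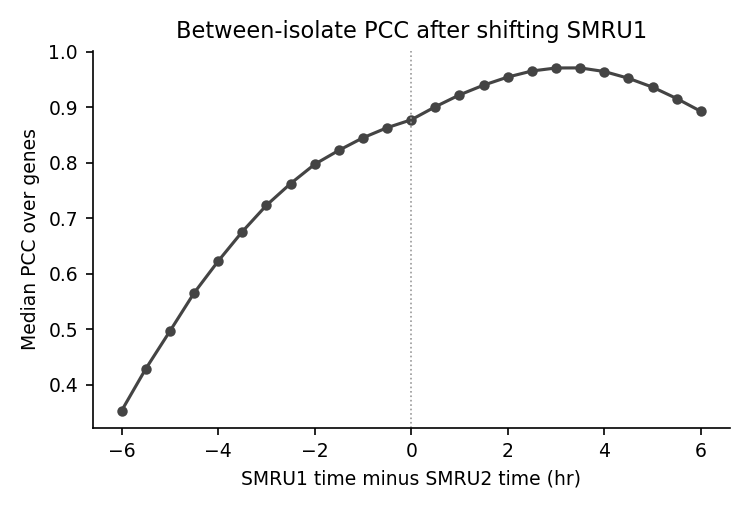
Median PCC over genes between the isolates (vertical axis) against the shift of SMRU1 in hr (horizontal axis), each point being 1 shift over the same 5 SMRU2 time points. The median PCC is 0.877 at no shift and highest, 0.971, where SMRU1 is read 3.5 hr later than SMRU2.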

Concordant with our previous study, the expression timing is highly conserved between the isolates with a median PCC of 0.85; only 43 genes exhibit significant difference in timing of its transcription (see Supplementary Table S2 online). 

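The RNA-Seq side of this comparison is the max-to-min change of each gene in log2 FPKM over the time points of an isolate. Its median over genes was 2.63 in SMRU1 (95% confidence interval of the median over genes 2.59 to 2.67), a change of 6.18-fold, and 2.23 in SMRU2 (2.19 to 2.26), a change of 4.68-fold. The quartiles were 1.87 and 3.48 in SMRU1 and 1.61 and 2.86 in SMRU2. A change of at least 10-fold was found in 1487 genes (28.5%) of SMRU1 and in 783 genes (15.0%) of SMRU2. Over the 4 control reference samples, each mixed from the RNA of all time course samples, the median max-to-min change was 0.184. Adding 1 to each FPKM lowered the medians to 2.5 and 2.13. The microarray values were not used here.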

Finally, the dynamic range (max-to-min change) of mRNA abundance were improved approximately 3-fold by RNA-Seq compared to the microarrays (see Supplementary Fig. S4c online).

Our results also correlated well with two microarray based *P. vivax* transcriptomic studies: (i) 3918 (75 %) of the genes identified here were also found to change their overall expression by more than two fold across the IDC by Westenberger *et al.*^12^; (ii) 4351 genes (83%) out of total 5226 genes found by the RNA-Seq approach was also found amongst the sense strand transcripts by Boopathi *et al.*^37^ (see Supplementary Fig. S4d,e online).

### Functional relevance of the *P. vivax* IDC transcriptional program

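The maximum log2 FPKM of each gene over the time points divided the 5226 genes into 5 groups of 1045 or 1046 genes in each isolate. In SMRU2 the 4 lower groups ended at maxima of 5.51, 6.28, 7.03 and 8.00, and the group medians rose from 4.86 in the lowest group to 8.93 in the highest. In SMRU1 the lowest group ended at 5.66 and the highest began at 8.13, with medians of 4.99 and 9.01. The gene with the highest maximum was PVX_090930 in both isolates. It reached an FPKM of 37736 in SMRU1 and 34253 in SMRU2, both at 36 hr. PVX_003565 followed with 28994 in SMRU1 and 28260 in SMRU2, and PVX_113665 with 24089 and 21197. Their log2 FPKM over the 4 control reference samples was 14.38 ± 0.048, 13.81 ± 0.037 and 13.57 ± 0.0075 (SD, n = 4).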

To investigate the biological significance of the absolute expression levels, we stratified the 5226 detected genes into five groups (20th percentiles each group) based on their peak levels of mRNA abundance during the IDC (Fig. 1a). The enrichment analysis reveals that highly expressed genes are more likely to peak their transcription levels during the middle part of the IDC; the late ring through trophozoite and mid schizont stages. In contrast, genes with the lowest expression levels are more likely to peak their transcription at the late schizont stage. This suggests that distinct levels of absolute expression may associate with specific biological functions along the IDC. 

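For each group the number of genes with their maximum at a time point was set against the share of all genes with their maximum there, in a one-sided exact binomial test. In the highest group of SMRU2, 148 of 1045 genes (14.2%) peaked at 6 hr against 7.92% of all genes, an observed over expected ratio of 1.79 (exact p = 7.2e-12), and 145 genes (13.9%) peaked at 42 hr against 8.34% of all genes, a ratio of 1.66 (exact p = 1.6e-09). The ratios at 30 and 36 hr were 1.20 (exact p = 0.00899) and 1.33 (exact p = 0.00760). At 18 and 24 hr the ratios were below 1, with 0.445 and 0.644, and at 48 hr the ratio was 1.05 (exact p = 0.265). In the second highest group the ratio was 1.42 at 30 hr (exact p = 5.5e-07). In SMRU1 the highest group was over-represented at 6 hr, with 238 genes (22.8%) and a ratio of 1.45 (exact p = 1.7e-09), and at 48 hr, with 260 genes (24.9%) and a ratio of 1.33 (exact p = 6.3e-07). At 42 hr in SMRU1 the ratio was 1.08 (exact p = 0.277), and with genes grouped by mean in place of maximum expression it fell below 1, to 0.754. The p-values treat genes as independent, and each time point is a single library. From the enrichment in Fig. 1a, the paper concludes that highly expressed genes tend to peak in the middle part of the IDC. It gives this part as late rings to mid schizonts, and the 6 hr libraries are labelled late ring.

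**Figure D2:**
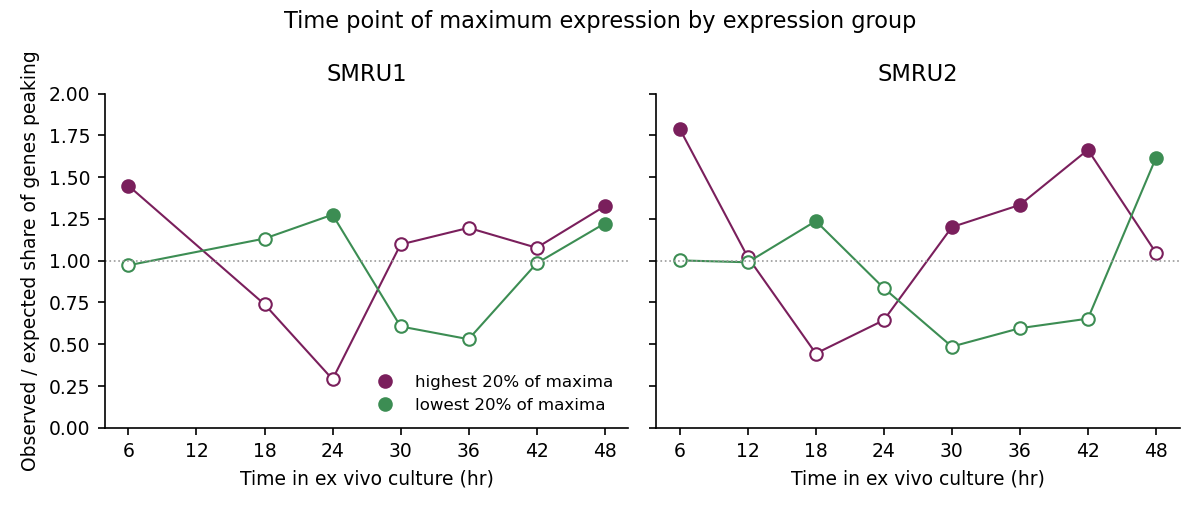
Observed over expected share of genes with their maximum at each time point (vertical axis) against hr of culture (horizontal axis), for the highest and lowest groups in SMRU1 and SMRU2. Filled circles have a binomial p under 0.01, open circles do not, the dotted line is a ratio of 1, and in SMRU2 the highest group reaches 1.79 at 6 hr.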

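In the lowest group of SMRU2, 267 of 1046 genes (25.5%) had their maximum at 48 hr against 15.8% of all genes, a ratio of 1.61 (exact p = 5.2e-16, one-sided exact binomial test). This group was also over-represented at 18 hr, with a ratio of 1.24 (exact p = 1.1e-04), and its ratio at 30 hr was 0.486. In SMRU1 its ratio was 1.22 at 48 hr (240 genes, exact p = 4.2e-04) and 1.27 at 24 hr (246 genes, exact p = 2.4e-05). The SMRU1 ratio at 48 hr changed sides under 2 alternatives. It was 0.981 when each library was centred on its median log2 ratio to the controls, and 0.961 among genes with an FPKM of at least 10 in every control. In SMRU2 the ratio stayed above 1 under both, with 1.56 and 1.20. With genes grouped by mean in place of maximum expression it was 1.47 in SMRU1 and 1.75 in SMRU2.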

To evaluate this further, we plotted the level of transcriptional change through the IDC against the maximum mRNA abundance for all expressed genes (Fig. 1b). 

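The level of change was taken as the rank change, the difference between the highest and the lowest rank of a gene among the 5226 genes over the time points of an isolate. Its median was 1934 ranks in SMRU1 and 1669 ranks in SMRU2. The largest were 5153 ranks in SMRU1, for PVX_119235, which reached 10.57 log2 FPKM at 48 hr and was undetectable at 30 hr, and 5082 ranks in SMRU2, for PVX_001695, which reached 9.74 at 42 hr and was lowest at 6 hr. Spearman's rho across genes between rank change and maximum expression was 0.167 in SMRU1 and 0.116 in SMRU2.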

The overall scatter distribution resembles a “wizard’s hat” with genes tightly clustering together within 83 pathways or functional groups (Fig. 1b and Methods). It reflects that genes with the most dynamic transcription are typically expressed at a very high level at one part of the IDC and strongly suppressed at other (top of the scatter plot). 

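The top 10% of genes by rank change began at 3417 ranks in SMRU1 and 3077 ranks in SMRU2. Their median maximum was 7.62 log2 FPKM in SMRU1, against 6.75 for all genes, and their median minimum was 2.66, against 4.14 for all genes. In SMRU2 the median maximum was 7.38 against 6.66 and the median minimum 3.09 against 4.42. Of these genes, 90.4% in SMRU1 and 84.5% in SMRU2 had a maximum above the median of all genes. A rank change this large needs a high rank in some library and a low rank in another. The high maxima and low minima thus follow in large part from the selection by rank change.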

Examples of such genes are factors of merozoite invasion and DNA replication whose transcripts dominate the total mRNA profiles of mid and late schizonts but are highly suppressed in rings and trophozoites (Fig. 1b,c). 

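The group of 65 genes annotated with merozoite invasion in Supplementary Data S2 was located by its medoid, the gene with the smallest summed distance to the others. The medoid was PVX_096245 in SMRU1, with a maximum of 7.97 log2 FPKM at 42 hr, a minimum of 3.16 at 18 hr and a rank change of 4045 ranks, larger than that of 96.6% of genes. In SMRU2 it was PVX_000995, with 8.23 at 36 hr, 2.46 at 18 hr and 4426 ranks, larger than that of 98.6% of genes. For the 11 genes of DNA replication initiation the medoid was PVX_122675 in both isolates. Its maximum was 7.68 at 36 hr in SMRU1 and 7.55 at 30 hr in SMRU2, and its rank change exceeded that of 82.7% and 92.7% of genes. For the broader group of 47 DNA replication genes the medoids exceeded 56.8% of genes in SMRU1 and 63.3% in SMRU2. Supplementary Data S2 lists the position of each medoid but not the members, so the values describe the medoid genes.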

On the other hand, genes with small fluctuations of transcription across the IDC are expressed at a wide range of levels (bottom of the scatter plot). 

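The lowest 10% of genes by rank change, 524 genes in each isolate, changed by at most 722 ranks in SMRU1 and 564 ranks in SMRU2. Their maxima had an SD of 3.76 log2 FPKM in SMRU1 and 3.65 in SMRU2, against 1.12 and 1.08 in the top 10%. Leaving out 10% of the genes at each end, these maxima spanned 2.28 to 11.25 in SMRU1 and 2.51 to 11.23 in SMRU2. Ranks at the ends of the scale can move in only 1 direction, so a gene with a very high or very low level in every library has a small rank change at the same log2 change. PVX_090930 changed by 6 ranks in both isolates although its log2 FPKM in SMRU1 ranged from 12.55 to 15.20.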

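The medoid of the 93 genes of the ribosome was PVX_119475 in SMRU1, with a maximum of 10.76 log2 FPKM, above that of 97.5% of genes, and a rank change of 484 ranks, above that of 5.70% of genes. In SMRU2 it was PVX_123075, with 10.83, above that of 97.7% of genes, and 357 ranks, above that of 5.45% of genes. Both were highest at 6 hr, and their lowest values were 7.87 at 48 hr in SMRU1 and 8.22 at 42 hr in SMRU2. The 32 genes of the proteasome had medoids with maxima of 8.74 in SMRU1 and 8.77 in SMRU2 and rank changes above 32.8% and 32.4% of genes. The larger group of 243 genes annotated with translation had medoids with maxima of 7.59 and 7.18 and rank changes above 39.0% and 42.8% of genes.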

The highly expressed genes with minimal transcriptional changes include factors facilitating basic metabolic and cellular functions such as translation and protein degradation (Fig. 1b,c). Hence, their metabolic and cellular functions appear to be at high demand regardless the developmental stage. In contrast, genes associated with pyruvate metabolism and intracellular signaling exhibit low expression levels with moderate-to-low changes across the IDC (Fig. 1b,c). 

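Pyruvate metabolism is listed in Supplementary Data S2 under several annotations. The medoid of the first list of 19 genes, PVX_114495 in both isolates, had a maximum above that of 30.3% of genes in SMRU1 and 41.1% in SMRU2, with a rank change above that of 37.0% and 50.8%. The medoid of another list of 19 genes, PVX_114410, had a maximum above that of 50.3% and 44.1% of genes, with a rank change above that of 63.3% and 60.5%. The 4 genes of pyruvate dehydrogenase had medoids above 4.67% and 1.57% of genes in maximum level, and rank changes above 12.7% and 4.54%. For intracellular signal transduction, with 13 genes, the medoid PVX_099990 was above 36.1% and 44.4% of genes in maximum level and above 62.2% and 68.8% in rank change. For the 4 genes of intracellular receptor mediated signaling the medoids were above 1.26% and 2.20% of genes in maximum level and above 2.77% and 6.51% in rank change.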

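The medoid of the 170 *vir* genes in Supplementary Data S2 was PVX_083590 in SMRU1, with a maximum of 4.32 log2 FPKM, above that of 5.4% of genes. In SMRU2 it was PVX_101620, with a maximum of 4.08, above that of 4.52% of genes. Their rank changes, 1206 and 794 ranks, were above those of 23.4% and 16.6% of genes. PVX_083590 was highest at 36 hr and PVX_101620 at 18 hr. These are single genes chosen by level and change and not by timing, and the timing of the other family members was not analysed here.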

The low abundance gene group also involves the *vir* genes whose expression peaks at the extremes of the IDC (young rings or late schizonts, see Supplementary Fig. S5a online). These include 145 of the 170 *vir* genes annotated in the current version of the *P. vivax* genome. However, we observe 25 *vir* genes transcribed at considerably high levels in both isolates (correlation 0.91, see Supplementary Fig. S5b and c online). They are from the phylogenic subfamilies *vir*8, *vir*12, *vir*14, *vir*15 and *vir*16/32 (see Supplementary Table S3 online). This reflects the role of the *vir* genes in antigenic variation of *P. vivax* with transcription of this family being restricted to narrow but distinct subgroups in individual isolates^38^,^39^. Further inspection of the 25 highly expressed *vir* genes reveal two gene clusters at chromosome 2 and 6 (see Supplementary Fig. S5d and e online). The cluster on chromosome 2 contains six *vir* genes of which three (PVX_096970, PVX_096980 and PVX_096987) are adjacent to each other. 

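PVX_096970 had a maximum of 8.60 log2 FPKM in SMRU1 and 8.77 in SMRU2, above that of 85.9% and 88.4% of genes. The maxima of PVX_096980 were 9.30 and 9.07 (above 92.2% and 90.9% of genes) and those of PVX_096987 were 8.72 and 9.12 (above 87.4% and 91.4% of genes). Each of these 3 genes was highest at 6 hr in both isolates. In the gene order of the RefSeq assembly ASM241v2, PVX_096970 is followed on chromosome 2 by PVX_096975 and then by PVX_096980. PVX_096975 had maxima of 8.96 and 8.25. PVX_096965, before PVX_096970, reached 7.16 and 7.46, and PVX_096960 before it 1.68 and 2.92. PVX_096987 was not matched in that table. Members of this family share sequence, and reads that match several members equally well were left out by the authors' filter for unique mapping, which can lower the values of such genes.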

Notably, these three *vir* genes are expressed consistently throughout the IDC with imperceptible expression variance (bottom 10% percentile). 

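The SD of log2 FPKM over the time points was set against the SDs of all 5226 genes, whose lowest 10% ended at 0.478 in SMRU1 and 0.392 in SMRU2. PVX_096970 had an SD of 0.439 in SMRU1, above that of 7.94% of genes, and 0.219 in SMRU2, above that of 1.88% of genes. For PVX_096980 the SDs were 0.529 and 0.403, above 13.0% and 10.7% of genes, and for PVX_096987 they were 0.524 and 0.381, above 12.6% and 9.09% of genes. The SD of the 4 control reference samples was 0.023 for PVX_096970, 0.071 for PVX_096980 and 0.109 for PVX_096987. The spread over the time points was thus larger than the error of library preparation and sequencing in each gene. With 1 library per time point, that spread can include variation between cultured samples. Their max-to-min changes were 1.29, 1.55 and 1.56 in SMRU1 and 0.66, 1.25 and 1.11 in SMRU2. Measured by rank change in place of the SD, all 6 gene and isolate combinations fell in the lowest 10%, compared with 3 by the SD. By the max-to-min change 2 did. By the SD with each library centred on its median log2 ratio to the controls, 2 did as well.

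**Figure D3:**
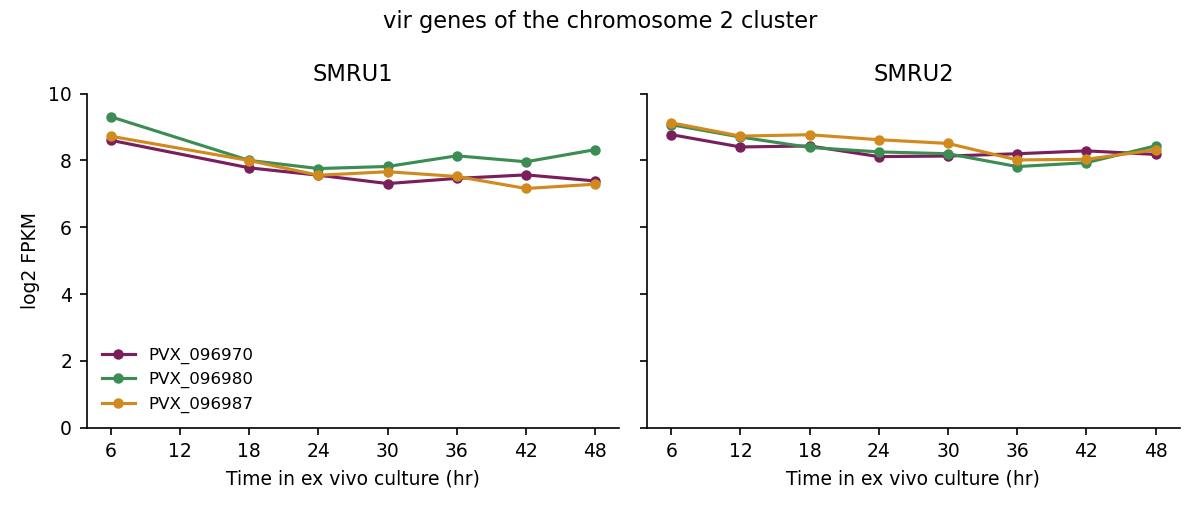
log2 FPKM (vertical axis) of PVX_096970, PVX_096980 and PVX_096987 against hr of culture (horizontal axis) in SMRU1 and SMRU2, each point being a single library. In both isolates the 3 genes are highest at 6 hr, with PVX_096980 at 9.30 in SMRU1.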

The cluster on chromosome 6 contains four highly expressed *vir* genes that are interspersed by two additional *vir* genes (with low expression) but also by other genes involved in host-parasite interactions including *PHIST*, Duffy Binding Protein (DBP), and a putative exported protein. These additional genes within the chromosome 6 cluster are also expressed at high levels. Until today, little is known about regulatory mechanisms controlling the *vir* genes as well as other factors of the host-parasite interaction. Our data open an intriguing possibility of the existence of transcriptionally active sites in at least two chromosomal locations that control transcription of antigenic determinants in multiple *P. vivax* isolates/clones.

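Supplementary Data S2 gives, for 738 gene groups, the medoid on the wizard's hat plot and the mean distance of the members to it. All 738 medoids were identified as genes in both isolates by their position. The scale of the rank axis was not stated, and distances matched the listed ones when the log2 of the rank change was used, which was found after the values were seen, by trying several scalings and by scanning the scale of linear and log2 rank change. On that scale, the mean distance of each group was set against 10000 random sets of the same size, measured to the medoid of the group as in the Methods. Fewer than 1% of random sets were as close in 286 groups of SMRU1 and 295 groups of SMRU2. The paper's own Wilcoxon p-values in Supplementary Data S2 lie under 0.01 for 77 and 83 groups. The medoid of a group is chosen to lie close to its members and not to the random genes. With each random set measured to its own medoid, a comparison added after the data were seen, 112 groups of SMRU1 and 107 groups of SMRU2 remained, where 7.38 would be expected by chance.

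**Figure D4:**
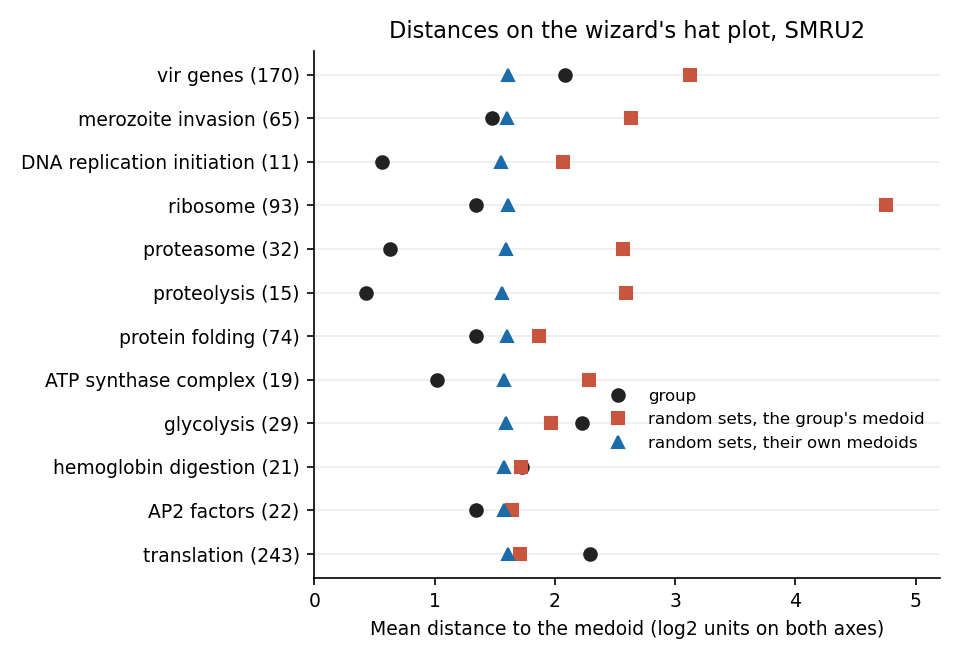
Mean distance to the medoid (horizontal axis, in log2 units) for selected gene groups of SMRU2, with the number of genes in parentheses, where circles are the group, squares the mean of 10000 random sets measured to the medoid of the group, and triangles the mean of random sets measured to their own medoids. For the ribosome, the circle is at 1.35, the square at 4.75 and the triangle at 1.61.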

The vast majority of genes encoding basic cellular and biochemical pathways exhibited a significant clustering within the wizard’s hat scatter plot (see Fig. 1b and Supplementary Data S2 online). This suggests a tight co-regulation of transcription within functional pathways that affects not only timing^11^,^31^, but also the overall abundance and dynamics across the IDC (Fig. 1c). Good examples of such co-regulation represent genes of protein metabolism including proteolysis, protein folding, ATP synthesis, posttranslational modifications, chaperone-assisted protein folding and protein processing. 

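Among the groups of protein metabolism, the 15 genes of proteolysis in protein catabolism had a mean distance to their medoid of 0.561 in SMRU1 and 0.428 in SMRU2, in log2 units. Random sets around their own medoids had 1.53 and 1.56, and the share of random sets as close was 1e-04, the smallest that 10000 sets can give. The proteasome gave the same share, with mean distances of 0.632 and 0.627. For the 19 genes of the ATP synthase complex the mean distances were 1.02 in both isolates, and the share of random sets around their own medoids that were as close was 0.0247 in SMRU1 and 0.0177 in SMRU2. The 74 protein folding genes had mean distances of 1.37 and 1.34 with shares of 0.0883 and 0.0338. The 41 genes of protein processing in the endoplasmic reticulum had 1.67 and 1.66 with shares of 0.709 and 0.641. Around the listed medoids, all of these groups had the smallest possible share.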

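The medoid of the proteolysis group, PVX_095380 in both isolates, had a maximum of 8.88 log2 FPKM in SMRU1 and 8.84 in SMRU2, above that of 88.8% and 89.1% of genes, and a rank change above that of 43.4% and 50.9%. The medoid of protein folding was above 76.3% and 73.6% of genes in maximum level and above 41.2% and 41.8% in rank change. The medoid of the ATP synthase complex was above 80.1% and 80.8% of genes in maximum level and above 18.8% and 18.4% in rank change, and that of protein processing in the endoplasmic reticulum above 82.1% and 81.7% and above 18.2% and 18.6%. Over all the groups with a p-value under 0.01 in the paper, the median of the medoids' maxima was 7.89 in SMRU1 (77 groups, range 4.32 to 12.19) and 7.64 in SMRU2 (83 groups, range 4.08 to 12.11).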

The centers of these clusters fell into the middle section of the wizard’s hat which indicates that these pathways are expressed at medium levels and show moderate fluctuations throughout the IDC. There were only few pathways that did not cluster significantly indicating low-to-no co-regulation of their expression (Fig. 1c). This likely reflects divergence in transcriptional regulation within these gene families and thus potentially diversification of their individual functions. These include glycolysis, hemoglobin digestion and the gene family of *AP2*-like transcription factors (Fig. 1c). 

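The glycolysis list of 29 genes had a mean distance of 2.03 log2 units to its medoid in SMRU1 and 2.22 in SMRU2. Random genes measured to the same medoid had 2.17 and 1.97, and the share of random sets that were as close was 0.308 and 0.865. A glycolysis list of 20 genes had shares of 0.735 and 0.005 around its listed medoid. Around the random sets' own medoids they were 0.9938 and 0.9945. A list of 20 genes of glycolysis and gluconeogenesis had mean distances of 3.00 and 3.23, against 1.68 and 2.69 for random genes. The 21 genes of hemoglobin digestion had mean distances of 1.75 and 1.73, with shares of 0.563 and 0.548 around the listed medoid. The 22 genes with *AP2* domains had mean distances of 1.27 and 1.35. The share was 0.0043 in SMRU1 and 0.132 in SMRU2 around the listed medoid, and 0.167 and 0.213 around the random sets' own medoids.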

The *AP*2 genes play a key role in transcriptional regulation of stage specific gene expression during the *Plasmodium* life cycle^40^,^41^ and their temporal patterns of expression are fully conserved between *P. falciparum* and *P. vivax*^11^. However, the diversity of their overall abundance and dynamics may reflect some degree of their functional diversification with some *AP*2 genes functioning during extraerythrocytic development^40^ while others may have acquired a different function such as structural integrity of the telomeres^42^.

### 5′ and 3′ UTRs and TSS

To date little is known about both 5′ and 3′ UTRs of *Plasmodium* mRNAs and the vast majority of TSSs remain undetermined. This is particularly a problem for analyses of *cis*-regulatory elements of transcription that is currently based on information from ~20 genes^43^. The higher GC content (~45%) in *P. vivax* genome allows us to use RNA-Seq for a systematic analysis of the UTRs overcoming the problem of AT-rich low complexity sequences that prevented similar studies in *P. falciparum*^28^,^29^. To delineate the 5′ and 3′ UTRs with a particular focus on identifying TSS, we utilized a standard method of *rapid transition of starting/ending tags number* cooperated with the guidance of *de novo* assembled transcripts (Fig. 2a and Methods). For this we combined all the four control reference samples that technically encompass transcripts from all IDC stages from the two individual isolates. Overall, we outlined 5′UTRs and 3′UTRs for 3633 and 3967 genes, respectively (20bp scanning window; *P* < 0.05 Bonferroni corrected *P* value). While the length of the 5′UTRs varied from 0 to 3603bp with a median of 295bp, the 3′UTRs (0–1965 bp, median 203 bp) were significantly shorter (*P* < 2.2e-16) (see Fig. 2b and Supplementary Data S3 online). These results show good correlations with previous studies of *P. vivax* including 1279 5′UTRs and 74 3′UTRs characterized by full length cDNA library sequencing^44^ (see Supplementary Fig. S6a,b online). The transcriptional profile analysis reveals that the UTRs are co-transcribed with their nearest ORF with median PCC 0.96 for SMRU1 and 0.94 for SMRU2 (see Fig. 2c and Supplementary Fig. S6c–f online). This further supports the fact that the identified UTRs belong to the same transcriptional unit together with their adjacent protein coding sequences. As previously suggested^43^,^44^, *Plasmodium* has a substantially longer 5′UTR compared to most eukaryotic species normally represented by a narrow distribution between ~50 bp and 250 bp^45^,^46^ (see Supplementary Table S4 online). In contrast, the *P. vivax* 3′UTRs are typically shorter compared to higher eukaryotes including *Homo sapiens* (886bp), *Mus musculus* (821 bp) and *Danio rerio* (445 bp), but it is still somewhat longer compared to *Saccharomyces cerevisiae* (166 bp)^47^, *Caenorhabditis elegans* (140 bp)^48^ and *Schizosaccharomyces pombe* (203 bp)^49^.

In most eukaryotes, the 5′UTR is shorter than its 3′ counterparts for the majority of genes^50^. Surprisingly, the *P. vivax* genes exhibit an opposite trend (295 bp of 5′UTR versus 203 bp of 3′UTR) (Fig. 2b). To investigate the functional relevance of the UTR size, we applied the Gene Set Enrichment Analysis (GSEA)^51^ to all genes in the rank of UTR size with a cutoff of *P* < 0.01 and *FDR* ≤ 0.25. The result revealed that the longer 5′ UTRs associate with genes coding for proteins in import/export through the nuclear pore (median 396 bp), the membrane of the infected erythrocytes (median 393 bp), mRNA silencing (P bodies, median 384 bp), terpenoid metabolism (median 368 bp) and protein kinases (median 321 bp). The shorter 5′UTRs transcripts are enriched in genes associated with tRNA modifications (median 225 bp) or pyruvate metabolism (median 275 bp). On the other hand, genes encoding proteins of the infected erythrocyte membranes and P bodies have long 3′UTRs with a median size of 227 bp and 268 bp. These functional enrichments suggest a biological significance of the UTRs, possibly in posttranscriptional regulation of gene expression. Moreover the gene functionalities identified by these enrichment analyses represent potential growth limiting/regulating processes and thus in the future, it will be interesting to explore the 5′ as well as 3′ UTRs for the presence of regulatory elements.

In most eukaryotes, the TSS selection is ubiquitous and facilitates multiple steps of regulation of both mRNA and protein products^52^. In yeast, two or more TSSs are alternatively used by most genes^53^. In human, tissue-specific TSS selection were observed at upstream regions of 6000 ORFs^54^,^55^. In *P. vivax*, we used the method of *rapid transitions of starting tag* and identified multiple TSS for 1491 coding genes (Method, Fig. 2a,d). While the majority of the genes can utilize two or three alternative TSSs (1057 and 320 genes, respectively), up to seven TSSs was detected in at least three genes (Fig. 2d). The multiple TSSs altered the 5′UTRs by 22bp to 2678 bp with higher median value in genes with the higher number of TSSs (Fig. 2d). 32 genes had used different first exons in their transcript isoforms as a result of alternative TSS (see Fig. 3a and Supplementary Table S5 online). Importantly, transcripts starting with minor TSSs display essentially identical temporal transcriptional patterns to those starting with the major (most abundant) TSS. This was shown by normalized counts of starting tags at each TSS within 50 bp window for 849 genes (see Supplementary Fig. S7 online). Altogether, there appears to be a considerable variability of the 5′UTR size due to TSS selection, however, the role of alternative sites of transcriptional initiation does not appear to play a role in life cycle-specific transcriptional regulation given the fact that both the major and minor TSSs share their temporal patterns during the *P. vivax* IDC.

### mRNA splicing

Next, we sought to verify and expand the current annotations of exon/intron boundaries in *P. vivax* by *de novo* transcript assembly. Overall, a total of 8423 putative splicing junctions were identified from the *de novo* transcripts with the false discovery rate (FDR) less than 1% (see Methods and Supplementary Data S4 online). From these, 91.8% (7732) mapped to the annotated open reading frames (ORFs), 5% (432) to 5′UTRs, 0.5% (40) to 3′UTRs and 2.6% (219) fell outside of the current gene models^10^. 137 of the ORF junctions were located outside of the currently annotated introns including 47 junctions which lied at the ORF boundaries. These likely represent previously unidentified introns signifying only small discrepancies in coding start/end positions between the existing gene models and these RNA-Seq results. All the location information of junctions is contained in Supplementary Data S4 online. In addition, we found 61% (84) out of 137 new junctions that were poorly spliced with a splicing efficiency less than 1 (score 1 reflects equal number of spliced and un-spliced reads at a splicing junction) which was calculated based on the sequencing coverage (Methods). 66 of the 84 junctions were completely absent in more than three consecutive time points during the IDC of one or both isolates, and 32 junctions were exclusively present in a single isolate (SMRU1 or SMRU2). Notwithstanding the fact that our observations are based on two Southeast Asian isolates, these results suggest the possibility of stage-specific or isolate-specific splicing events for a limited number of *P. vivax* genes.

### Alternative splicing

These latter findings indicated that AltSpl is present in *P. vivax*, similar to *P. falciparum*^28^, and it plays a role in the *in vivo* growth. In multicellular eukaryotes, AltSpl is a key mechanism for generating transcriptome diversification^56^. However, occurrence of AltSpl in *Plasmodium* appears to be very low as it was only found with no more than 254 *P. falciparum* genes during the entire IDC^28^,^29^. This might contrast with other *Plasmodium* developmental stages such as the sexual development, where up to 16% genes potentially undergo AltSpl^57^. Here, we investigated AltSpl in *P. vivax* by a gene model-independent analysis with clustering of putative splicing junctions and consequently examining shifts between the identified splicing sites (Methods). As a result, we identified 102 AltSpl events (see Supplementary Data S5 online). These include 95 5′ and/or 3′ alternative splicing sites (5′/3′ AltSpl, Fig. 3b,c) and seven exon skipping events of which three are mixed with 5′/3′ AltSpl (Fig. 3d,e). Among the 102 AltSpl events, 63 altered protein coding regions and 39 altered UTRs. Overall the 102 AltSpl events changed transcription products of 2.8% (77 out of 2744) intron-containing genes of *P. vivax* during the IDC. In addition, AltSpl was detected almost exclusively (*P* < 2.2e-16) in highly transcribed genes (see Supplementary Fig. S8a online) and in all cases it exhibits low splicing efficiency with a median score of 0.21. In contrast, the constitutive splice events operate at much higher efficiency (median 3.0). 

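The 89 genes listed with AltSpl events in Supplementary Data S5 had a median of 7.40 on the log2 scale of mean control FPKM, against 5.83 for the 5137 other genes. The difference of 1.57 was larger than any of 100000 random draws of 89 genes gave (permutation test, 2-sided, p = 1e-05, the smallest p these draws can give). Their median percentile in mean control expression was 83.6. Of the 89 genes, 53 lay in the highest 20% of all genes, 25 in the next 20%, 8 in the middle 20%, 3 in the 20% below and 0 in the lowest 20%, and the lowest value among them was 5.06. The difference stayed between 1.56 and 1.6 when each control reference sample was left out in turn. The splicing efficiencies rest on junction reads, which were not analysed here.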

Taken together, the occurrence of AltSpl in *P. vivax* seems as rare as those in *P. falciparum* affecting ~1–2% of the genome^28^,^29^,^57^. Moreover, the vast majority of the alternative transcript isoforms (including those yet to be identified) are likely to occur at low frequencies.

To investigate the stage-specificity of AltSpl during the *P. vivax* IDC, we established the transcription profile of minor transcript isoform (s) for each AltSpl event by counting the number of reads spanning minor splicing junctions at each time point (see Supplementary Fig. S8b–e online). The profile analysis revealed that essentially all abundance peaks of the minor isoforms followed closely the peaks of their corresponding major isoforms in both SMRU1 and SMRU2 time courses. Moreover, the late schizont stage specific genes tend to favor AltSpl mechanism with an overrepresentation (*P* = 0.0122) of 23 genes (for SMRU1 and 21 for SMRU2) among the total of 61 genes which had alternative protein products. This suggests that AltSpl do not regulate timing of gene expression but instead may help in diversifying gene functions, particularly during the late schizont stage. 

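Supplementary Data S5 places 65 AltSpl events of 63 expressed genes in coding regions. In SMRU1, 19 of the 63 genes (30.2%) had their maximum at 48 hr, against 981 of all 5226 genes (18.8%), a ratio of 1.61 (one-sided exact hypergeometric test, p = 0.0191). In SMRU2, 16 of the 63 genes (25.4%) had their maximum at 48 hr, against 826 of all genes (15.8%), a ratio of 1.61 (exact p = 0.0325). With maxima at 42 or 48 hr counted together, there were 23 genes in SMRU1 (exact p = 0.0273) and 22 genes in SMRU2 (exact p = 0.0349). With each library centred on its median log2 ratio to the controls, the test gave exact p = 9.1e-04 in SMRU1 (25 genes) and exact p = 0.181 in SMRU2 (13 genes). The tests treat genes as independent. From this over-representation, the paper proposes that AltSpl may help to diversify gene functions at the late schizont stage.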

Functional enrichment analysis revealed that the AltSpl in the UTRs are enriched amongst genes encoding S-Glutathionylated proteins (*P* = 0.000137, hypergeometric test) while AltSpl in the coding regions associate with genes encoding nucleic acid binding proteins (*P* = 0.047, hypergeometric test). Although these may be somewhat biased by overrepresentation of highly transcribed genes, the distinct functional groups associated with AltSpl suggests its biological significance in *Plasmodium*. This is supported by a statistically significant overlap between the alternatively spliced gene products in *P. vivax* and *P. falciparum* (see Supplementary Fig. S8f online). In higher eukaryotes, AltSpl is tissue and/or species-specific^58^ and plays a key role in regulating protein expression by nonsense-mediated mRNA decay^59^. In the future studies it will be interesting to investigate whether AltSpl has related functions in *Plasmodium*.

Intron retention is related to AltSpl producing transcripts with un-spliced introns which introduce stop codons or reading frame shifts. Consequently, the resulting transcripts fail to produce functional proteins and as such are redirected into the nonsense-mediated mRNA decay (NMD). In *P. falciparum*, only seven events of intron retention were reported by Otto *et al.*^28^, and only 5.6% introns were estimated to be poorly spliced in the study by Sorber *et al.*^29^. To estimate the frequency of intron retention in *P. vivax*, we used introns confirmed by all four control reference samples and found a similar result to *P. falciparum*. *P. vivax* shows a low frequency of intron retention with 6.5% (530 of 8164) putative introns being retained in transcripts of 421 genes (Fig. 3f). Like AltSpl, intron retention is also rare but distinctly present in *P. vivax* and potentially other *Plasmodia*. This indicates that both of these processes of the RNA metabolism were largely lost throughout the evolution with only a small number of these retained for the asexual blood stage of the *Plasmodium spp*. In future studies it will be interesting to investigate the importance of these RNA processing mechanisms having extremely low levels of occurrence.

### Identification of novel transcripts

Next we explored the *de novo* assembled transcripts generated by sequencing of the control reference samples. Here we identified a considerable number of transcripts that were not within the current annotations of the *P. vivax* genome^10^ (Methods). There are two types of novel transcripts: 3049 transcripts that map within the genome but not in any current gene model (type-I) (see Supplementary Data S6 online); 2178 transcripts that do not map to any region within the *P. vivax* or human genomes (type-II) (see Supplementary Data S7 online). The vast majority of the type-I transcripts lack a coding potential. In particular, *in silico* “six frame translations” of 3018 transcripts show no amino acid sequence homologies to any known protein in the NCBI RefSeq database. The type-I transcripts themselves are significantly shorter than the annotated coding genes (median 592 bp versus 1647 bp, Wilcoxon test *P* < 2.2e-16) and the ORFs predicted for these transcripts are extremely short with a median of 24 bp (Methods and Fig. 4a,b). Interestingly, the 3018 type-I transcripts exhibit IDC-dependent transcriptional profiles suggesting that they also undergo stage specific transcriptional regulation (Fig. 4c). Projecting the type-I transcripts to the chromosomes, we find that at least 503 transcripts cluster at 99 distinct loci (sliding window of 4.5 kb was used for binomial test; *P* < 0.05) (see Supplementary Fig. S9 online). Moreover, there are significant correlations of the IDC transcription profile between the type-I transcripts and their nearest downstream coding genes (median PCC 0.51, *P* < 2.2e-16, Wilcoxon rank sum test against random paired profiles) (see Fig. 4c and Supplementary Fig. S10 online). Taken together, the lack of protein coding potential, the nonrandom chromosomal distribution and the IDC dynamics in abundance collectively suggest that the type-I transcripts represent a class of noncoding RNA (ncRNA) in *P. vivax*. ncRNAs have been thought to regulate gene expression that contribute to the subtle differences between closely related species such as humans and other primates^60^. In addition, we found 5.2% (132) putative ncRNAs differentially expressed between the isolates which is 6.5-fold higher than the frequency in protein coding genes. It opens an intriguing possibility that the ncRNAs play a role in strain specific gene expression regulation. On the other hand, there are 31 type-I transcripts exhibiting significantly homologous sequences (size > 100 amino acid and blastx *e*-value < 1*e*-20) to the known *Plasmodium* proteins recorded by RefSeq database. The majority of these belong to the *vir* gene family and other factors of host parasite interactions.

The 2178 type-II transcript contigs do not map to the *P. vivax* genome but are clearly detectable in the RNA-Seq data from all four control reference samples. Although they are as short as type-I, the type-II transcripts are more likely to represent partial (not full length) sequences of coding transcripts (Fig. 4d). This is supported by the fact that 74% (1605) type-II transcripts share significant homologies (size > 100 bp and *e*-value < 1E-20, NCBI blastn against RefSeq mRNAs) with coding sequences including 1536 *Plasmodium* RNAs, 36 human RNAs and 33 other eukaryotes RNAs (Fig. 4e). Amongst the 1536 *Plasmodium* type-II transcripts, 179 are homologous to *vir* genes, 65 to other (than *vir*) antigenic factors and 42 to merozoite invasion genes, 39 to red blood cell binding proteins and 13 putative members of the early transcribed membrane protein (ETRAMP) gene family (see Supplementary Data S7 online). All these gene classes are implicated in host-parasite interactions of *P. vivax* and other *Plasmodia* that are known to be under selective pressure and thus are hyper variable. Hence, we conclude that these type-II transcripts represent Southeast Asia-specific alleles that were not present in the reference genome sequence obtained from the Central American strain SalI^10^. In addition, the 179 new *vir*-like transcripts exhibit transcriptional profiles that are similar to the annotated *vir* genes with a peak expression at the ring-stage (Fig. 4f). This further supports their annotation as new members of this gene family expanding the repertoire of the possible antigenic variation determinants of *P. vivax*. Moreover, 135 of the new *vir* genes are differentially expressed between the two isolates (pairwise Wilcoxon test *P* < 0.05). That is consistent with previous studies showing that *vir* genes expression vary between *P. vivax* strains and isolates as a contributing factor to antigenic variation^9^,^61^,^62^.

In summary, this RNA-Seq analysis of the *P. vivax* IDC provides an in-depth dataset analyzing characteristics of RNA metabolism ranging from temporal and absolute abundance of mRNA to transcript structure including UTRs and splice forms. Moreover, we expand the current annotation of the *P. vivax* genome with a comprehensive list of transcripts that includes mainly genes encoding proteins of host parasite interactions but also non coding RNA transcripts. Importantly this dataset comprises the global transcriptome status of multiple developmental stages of the IDC which allows studying the overall dynamics of the RNA metabolism in *P. vivax*. The presented dataset opens new possibilities into studies of key features of gene expression and with that unique property of *P. vivax* pathophysiology and pathogenesis that will potentially bring new strategies for malaria intervention.

## Methods

### Ethical statement

This study was approved by the relevant local ethics committees and the Oxford Tropical Research Ethics Committee. The methods were carried out in accordance with the approved guidelines. All experimental protocols were approved by the Oxford Tropical Research Ethics Committee and the NTU Institutional Review Board (IRB11/08/03).

### Sample collection and RNA isolation

As we studied the identical RNA samples used in our previous microarray work, the details of sample collection and RNA isolation have been described in the paper^11^. Patients had given informed consent to donate 10 ml of blood for the study. Briefly, the seven sequenced SMRU1 samples were previously labeled as the time point 2 and 4–9 in the paper^11^ corresponding to the 6 hr, 18 hr, 24 hr, 30 hr, 36 hr, 42 hr and 48 hr in *ex vivo* cultures. The eight sequenced SMRU2 samples were previously labeled as the time point 2–9 corresponding to the 6 hr, 12 hr, 18 hr, 24 hr, 30 hr, 36 hr, 42 hr and 48 hr of *ex vivo* cultures. Overall, 250 ng of total RNA per sample was used to construct sequencing library. Four control reference samples were prepared by mixing 250 ng of all time course samples for both SMRU1 and SMRU2 isolates.

### RNA sequencing

These samples were processed with the Illumina TruSeq RNA Sample Preparation Kit v2 following the manufacturer’s recommendations. The libraries were then normalized to 2 nM and validated by qPCR on an Applied Biosystems StepOne Plus instrument, using Illumina’s PhiX control library as the standard. After qPCR validation, the libraries were pooled and sequenced at a final concentration of 11.5 pM across 8 lanes of a HiSeq2000 high-output run at a read length of 100 bp paired end. Overall, we obtained 1.7 billion reads pairs from the 19 sample libraries.

### Mapping and data processing

The sequencing raw reads were aligned to *Plasmodium vivax* Salvador I (SalI) genome^33^ of PlasmoDB^34^ release12 using Tophat2 version2.0.7^63^ with four nucleotides mismatches allowed in each alignment. The parameters were specified as –mate-inner-dist 0 –mate-std-dev 80 -i 10 -I 10000 –library-type fr-unstranded –min-segment-intron 10 –max-segment-intron 10000 -N 4 –read-edit-dist 4. rRNAs Depletion was computationally conducted by removing reads mapping to *P. vivax* r(t)RNA genes that resulted in 205 M reads pairs left to the following study. The proportion of human RNAs was estimated by reads mapping to human RNAs of RefSeq database of Dec 2014. The details are described in Supplementary Fig. S1 and reads number are summarized in Supplementary Table S1 online. All the RNA sequencing raw reads have been deposited into NCBI’s Gene Expression Omnibus^64^ which are accessible through GEO Series accession number GSE61252 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61252).

### Transcriptome profiles

A total of 101 M uniquely mapped reads pairs (MAQ > 30, probability of miss alignment < 0.001) were used in constructing transcriptional profiles. The proportion of unique reads to the total raw reads ranges from 3.7% to 12.2% with a median of 5.7% per sample. First, the mRNA abundance was measured by the *Fragments Per Kilobase of coding exon per Million fragments mapped* (FPKM) for each protein coding gene at each time point. Second, we filtered out genes with low read coverage (<10 reads) or low abundance (FPKM < 1) in any one of control reference samples. The cutoff selection depends on the standard variation of FPKM values of control reference samples (see Supplementary Fig. S2g online). Third, we fixed the log_2_ FPKM values, which were undetectable; to −4 (the minimum log_2_ FPKM value was −3.16). 

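The deposited values of the 15 time course libraries held 404 values at −4, in 157 genes, which is 0.515% of 78390 values. The lowest other value was −3.16. Of the undetectable values, 277 were in SMRU1 and 127 in SMRU2. Undetectable in all time points of an isolate were 7 genes in SMRU1 and 2 genes in SMRU2. In the control reference samples 0 values were undetectable.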

There were 157 genes with a total of 404 FPKM values not detectable which were 0.52% of the whole data of IDC transcriptome. All the transcriptome data were also deposited into NCBI’s Gene Expression Omnibus which are accessible through GEO Series accession number GSE61252 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61252).

### Mapping parasite’s sample age to the Plasmodium falciparum IDC

To estimate the age of each isolate time point sample, Spearman's rank correlation coefficient (SRCC) were calculated between global mRNA profiles of syntenic orthologous genes of *P. vivax* and *P. falciparum* for each isolate time point and time points in the reference IDC transcriptome^65^ (every 2 hr sample time point of the *in vitro P. falciparum Dd2* lifecycle). The stage with the peak SRCC value was assigned as the best estimate of the age for parasite collected at each time point (IDC stages shown in Fig. 1a).

### Estimation of timing

The expression timing of a gene was estimated using sine wave function. The expression profile of each gene is modeled using sine function as

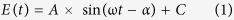

Where 

is the log2 ratio of FPKM (sample/control) at the *t* hour of sample collection, *A* is the amplitude of expression profile across life cycle, *C* is the vertical offset of profile from zero, *ω* is the angular frequency, given by *ω = 2π/48* and α is the horizontal offset of profile from zero which we used as phaseogram to show gene expression timing where genes were sorted according to that for transcriptome visualization.

### Differential expression between isolates

A pair wised Wilcoxon test was used to compare transcriptional profiles for each gene between isolates. 

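The exact Wilcoxon signed-rank test over 7 paired time points cannot give a 2-sided p below 0.0156, which is reached when a gene differs in the same direction at all 7. The smallest Benjamini-Hochberg adjusted p was 0.237. limma, which shares the estimate of the spread over genes, was fitted to log2 FPKM of the 14 libraries with time point as a block. It called 91 genes at an adjusted p under 0.05, 63 higher in SMRU2 and 28 higher in SMRU1, and 764 genes had an unadjusted p under 0.05. The 7 time points of an isolate are serial samples of a single patient's parasites. These p-values and standard errors therefore measure how steady a difference was over time, and not the variation between isolates. Of the 91 genes, 88 differed in the same direction at all 7 time points, and the median absolute difference was 2.86 log2. The largest difference was in PVX_088775, which was lower in SMRU2 by a log2 difference of −7.88 (standard error 0.585, adjusted p = 2.4e-04 from limma) and undetectable in 5 SMRU2 libraries. PVX_106215 was higher in SMRU2 by 7.41 (standard error 0.494, adjusted p = 1.8e-04 from limma) and undetectable in all 7 SMRU1 libraries. PVX_101615, PVX_005580 and PVX_060690 were higher in SMRU2 by 7.37, 7.19 and 7.18. Where values are at −4, the difference depends on that setting. In the fit restricted to genes with an FPKM of at least 10 in every control, 34 genes were called.

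**Figure D5:**
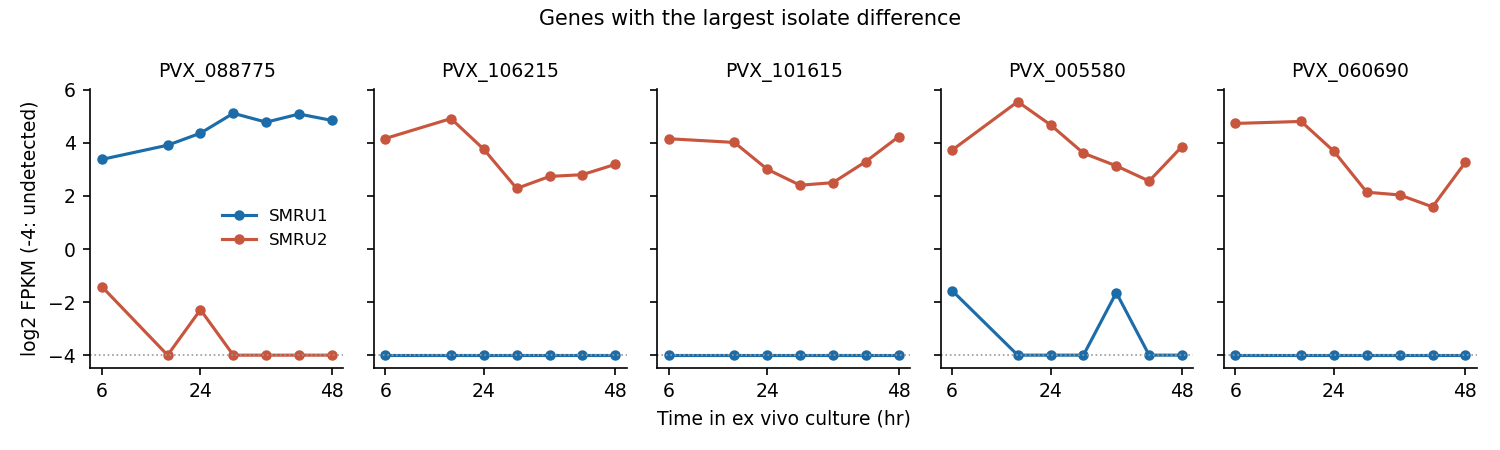
log2 FPKM (vertical axis, −4 where undetectable) against hr of culture (horizontal axis) for the 5 genes with the largest isolate difference that were called by limma and differed in the same direction at all 7 time points, each point being a single library. PVX_106215, PVX_101615 and PVX_060690 were undetectable in all 7 SMRU1 libraries.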

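The criteria were first counted apart. The unadjusted Wilcoxon p was under 0.05 in 705 genes, and the PCC between isolates was under 0.5 in 324 genes (6.21% of those with a varying profile). Both held in 62 genes. The largest difference between the control reference samples had a median over genes of 0.184 log2. Without the PCC criterion, 46 genes met the rule as written.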

Significantly differential expression is defined with the cutoff of *P* < 0.05, PCC < 0.5 and the average difference between paired time point of two isolates are less than the maximum difference between corresponding controls. The differential expressed genes are listed in Supplementary Table S2 online.

### Comparisons to microarrays

We reanalyzed the published microarray data^11^ by mapping the old oligos to the *P. vivax* SalI genome of PlasomDB release12. All spots data were subjected to “normexp” background correction followed by lowess normalization within array and quantile normalization between arrays using Limma package of R. Log_2_ ratios of Cy5 over Cy3 intensities were calculated for each spot to represent expression value of a particular probe except those with signal intensity less than 1.5 times the background intensity for both Cy5 and Cy3 fluorescence. For each gene, the expression value was estimated as the average of all probes representing it. Overall, 4989(98%) of 5085 genes designed on microarray display expression profiles without missing values with SMRU1 (5004 or 98% with SMRU2).

To compare RNA-Seq data to microarray data, each expression value (FPKM) were normalized by the average FPKM of controls of the gene and consequently transformed to a log_2_ ratio of FPKM. The transcriptional profiles correlation revealed a complete agreement between RNA-Seq and microarray with the median PCC 0.95 ± 0.06 for 4973 genes with isolate SMRU1 and 0.91 ± 0.1 for 5003 genes with isolate SMRU2. Moreover, the RNA-Seq provides more reliable transcriptional profiles with higher agreement (PCC > 0.5) observed between isolates by RNA-seq to the 304 (80% of 381) genes which showed disagreement (PCC < 0.5) between techniques (see Supplementary Fig. S4b online). In addition, RNA-Seq results improve transcriptional profiles by showing a greater IDC dynamic (max-to-min change) of mRNA abundance which is on average 3-fold (2.8-fold) to the microarray results with isolate SMRU1 (SMRU2).

### Pathway clustering

We applied medoid algorithm to calculate the center of each pathway on the “wizard’s hat” map. In details, for each pathway, we first calculated the dissimilarities matrix for each gene. The dissimilarity between the selected gene and other genes is their Euclidean distance. Next, the medoid gene was chosen as the center one mostly minimizing the sum of dissimilarities matrix. Next, we randomly picked the same number of genes from the “wizard’s hat” for the same pathway and calculated the dissimilarities matrix to the pre-known medoid gene. A Wilcoxon test was performed to compare the observed dissimilarities to random generated dissimilarities. For 738 tested pathways/gene groups, 77(83) in isolate SMRU1 (SMRU2) are significantly (*P* < 0.01) enriched of genes with similar transcription levels and regulation levels which significantly clustered at their medoids on the map of “wizard’s hat” for each. Only the biological process of translation (GO: 0006412) are found with genes significantly scattered on the map (*P* = 0.01) comparing to random data.

### Transcriptome de novo assembly

Full-length transcriptome *de novo* assembly was separately carried out for 28 M uniquely mapped reads and 26 M unmapped reads from control samples using Trinity^66^ of version 2014-07-17. Before input to Trinity, the unmapped reads (unmap to *P. vivax* genome and human RNAs) were trimmed to clean those low quality bases from sequence ends and also clip the remaining adapters using Trimmomatic^67^ of version0.3 with specifying parameters as HEADCROP:9 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:30. The outcomes of *de novo* transcripts were aligned to *P. vivax* genome using Blat^68^. We filtered out transcripts matching to *P. vivax* genome region spanning too short (≤200 bp) or too long (≥30 kb) along chromosomes. Finally, the 28 M mapped reads resulted in 21867 to 22563 *de novo* transcripts (mean 22285) per control sample, and the 26 M unmapped reads resulted in 7074 to 10111 *de novo* transcripts (mean 8897) per control sample.

### Detection of UTR and TSS

We detected the UTR boundaries for each protein coding gene using an approach of *rapid transition of starting/ending tags number* similar to previous RNA-Seq studies^45^,^69^. In details, we assumed that, within a transcribed ORF, the number of reads starting/ending at one genomic locus should be similar to that at its neighboring locus. Meanwhile, at the boundary of ORF or the transcriptional start/termination site, the number of starting/ending reads should significantly increase towards the ORF side. Therefore, we applied a normal distribution model to the starting/ending reads number at genomic positions within transcribed exons:

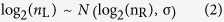

Where n_L_(n_R_) is the number of starting/ending reads in 20 bp window on the left(right) side of a genomic position, and σ equal to 1 which was estimated based on calculation using 10000 random selected positions within ORF exons. Next, for each upstream position of the start codon and downstream position of the stop codon within the region covered by the longest *de novo* assembled transcript which belonged to the studied gene solo, we tested the probability it falls into the null hypothesis and the UTR boundary (or TSS) was set at the position which refused the null hypothesis at *P* ≤ 0.05. For genes with multiple positions passing the cutoff *P* ≤ 0.05, UTR boundary was set to the only position with the highest frequency of starting/ending reads. To sharp the UTR boundaries, we merged reads alignment from all four control references.

### Splicing junctions

The putative splicing junctions or introns are defined independently from the current gene models. We aligned the *de novo* transcripts to the genome of *P. vivax* SalI and extracted all junctions spanning at least 10 and no more than 1 k nucleotides along the genome sequence. The putative splici junctions required to be detectable by three or more controls and contain canonical splicing sits of donor/acceptor sequences (GT/AG) at both ends. Overall, a total of 8423 putative splicing junctions (putative introns) are detected. Next, we estimated the false discovery rate (FDR) for each of 8423 splicing junctions. The positive dataset is the 8423 splicing junctions. The negative dataset were constructed by those putative splicing junctions without known splicing site sequences, GT-AG or GC-AG^29^, at either ends. The FDR was calculated as:

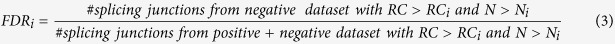

Where *RC*_*i*_ is the total read counts from four control references confirming the *i*th junction, and *N*_*i*_ is the observing time of the *i*th junction by control references. All the 8423 splicing junctions passed the cutoff of FDR < 1%.

### Splicing efficiency

The splicing efficiency of a splicing junction was measured by the number of reads spanning that junction with more than 10 bp matching to each flanking sequences over the average number of un-spliced reads at the “exon-intron” sites on both sides^46^.

### Detection of alternative splicing

The Altspl events were also determined independently from current gene models. First, the putative splicing junctions were grouped by their locations. In practice, two junctions were grouped together if their locations overlapped to each other, and two groups were merged if any member of them overlapped to each other. Subsequently within each group, Altspl events were characterized into distinct type such as alternative 5′/3′ splicing sites, exon skipping or mixture of both types (Fig. 3).

To compare Altspl between time points and isolates, the transcription level of minor isoform was estimated by the number of reads spanning the minor splicing junction followed by control normalizing it to obtain log_2_ ratios of FPKM.

### Identification of novel transcripts

For the incompleteness of *P. vivax* genome map, we perform *de novo* assembly for mapped reads and unmapped reads separately and characterized the result of *de novo* transcripts into two categories: type-I *de novo* transcripts reconstructed by mapped reads and aligned to genome regions outside current gene models; type-II *de novo* transcripts reconstructed by reads unmapped to *P. vivax* or human RNAs. To reduce the data redundancy, we clustered *de novo* transcripts into groups and use the longest transcript of each group to represent one cluster. A cluster is established if transcript “a” from control “A” is the reciprocal best hit of transcript “b” from control “B” by BLAT searching for > 100 bp nucleotides matched to each other. Clusters are merged if any members of them satisfy the same criteria above. The final novel transcripts required reproducible reconstructions in each controls. Finally, we identified 3049 type-I novel transcripts (2890 from chromosome and 159 from super contigs AAKMs) and 2178 type-II novel transcripts.

The transcriptional profiles of each novel transcript are established based on the transcription levels of corresponding cluster. First, we align reads used for transcriptome assembly against *de novo* transcripts using BWA^70^. Second, the read counts of each transcript cluster at a particular time point were normalized by the size of the longest transcript of that cluster and the total number of mapped reads of that time point. Finally, transcriptional profile of each novel transcript are established using normalized read counts and displayed in the order of *Phaseogram* (Fig. 4c,f). For type-I novel transcripts mapping to intergenic genome regions, the temporal pattern of transcriptional profile is shown as the log2 ratio of normalized read counts of each time point to average controls (see Fig. 4c and Supplementary Fig. S10 online).

### Estimating ORF size for type-I novel transcripts

The possible ORF is the longest putative coding region starting from an “ATG” codon and terminating at anyone of the stop codon of TAG, TAA or TGA.

### Functional annotation and homology searches

We annotated *P. vivax* genes according to their homologous genes in *P. falciparum* which has been functionally annotated by the database of Kyoto Encyclopedia of Genes and Genomes (KEGG)^71^, Malaria Parasite Metabolic Pathways (MPM)^72^ or Gene Ontology (GO)^73^ till Jan 2015. The homologs information was downloaded from PlasmoDB^34^. By this approach, 816 *P. vivax* genes were annotated onto KEGG pathways, 2590 genes onto MPM pathways and 3944 genes onto GO terms. To search for the homologous proteins of the novel transcripts, we used the tool of NCBI Blastx (http://blast.ncbi.nlm.nih.gov/Blast.cgi) against NCBI Protein Reference Sequences^74^.

## Additional Information

**How to cite this article**: Zhu, L. *et al.* New insights into the *Plasmodium vivax* transcriptome using RNA-Seq. *Sci. Rep.* **6**, 20498; doi: 10.1038/srep20498 (2016).

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

## Figures and Tables

**Figure 1:**
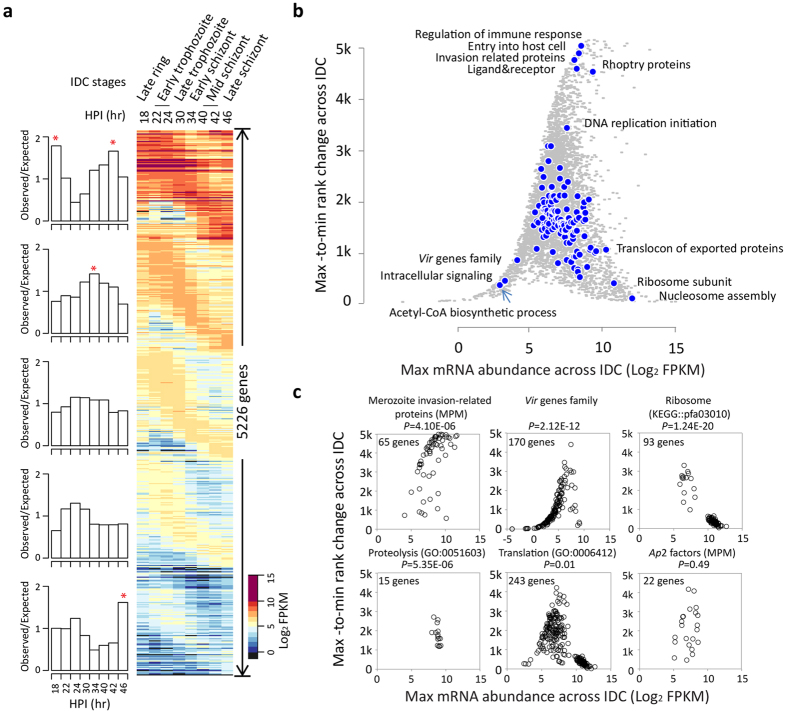
The *P. vivax* IDC transcriptome and its functional aspects. (**a**) The heat map shows the overview of the IDC transcriptome of the SMRU2 *P. vivax* isolate (see Supplementary Fig. S3 online for the SMRU1 transcriptome). Briefly, mRNA abundance (log_2_FPKM) of 5226 annotated protein-coding genes is depicted across the IDC in five groups stratified (20^th^ percentile) based on their maximum level of transcription. Genes were sorted by their expression timing within group. The estimation of timing and parasites age of hours post invasion (HPI) are described in Methods. Left bar plots represent the fold enrichment of time-point specific genes (genes peaking their transcription at the same particular time point during the IDC) for each group. The expected frequency used here is the proportion of genes maximally expressed at the time point in whole genome; * indicates over-representation by binomial test at *P* < 0.01. (**b**) The “wizard’s hat”-like distributions was generated by plotting the transcriptional dynamics (max-to-min rank change of mRNA abundance through the IDC) against the maximum mRNA abundance for 5226 genes (grey dots). Blue dots represent medoids of functional groups (see Supplementary Data S2 online) with member genes significantly (*P* < 0.01) clustered by locations on “wizard’s hat” compared to random dataset. (**c**) Scatter plots for selected pathways/functional groups which are significantly clustered on the top (merozoite proteins), left bottom (*vir* family), right bottom (ribosome proteins) and middle (proteolysis and translation) of the distribution depicted in panel (**b**). In addition, the scatted of the *Ap2* family members is shown.

**Figure 2:**
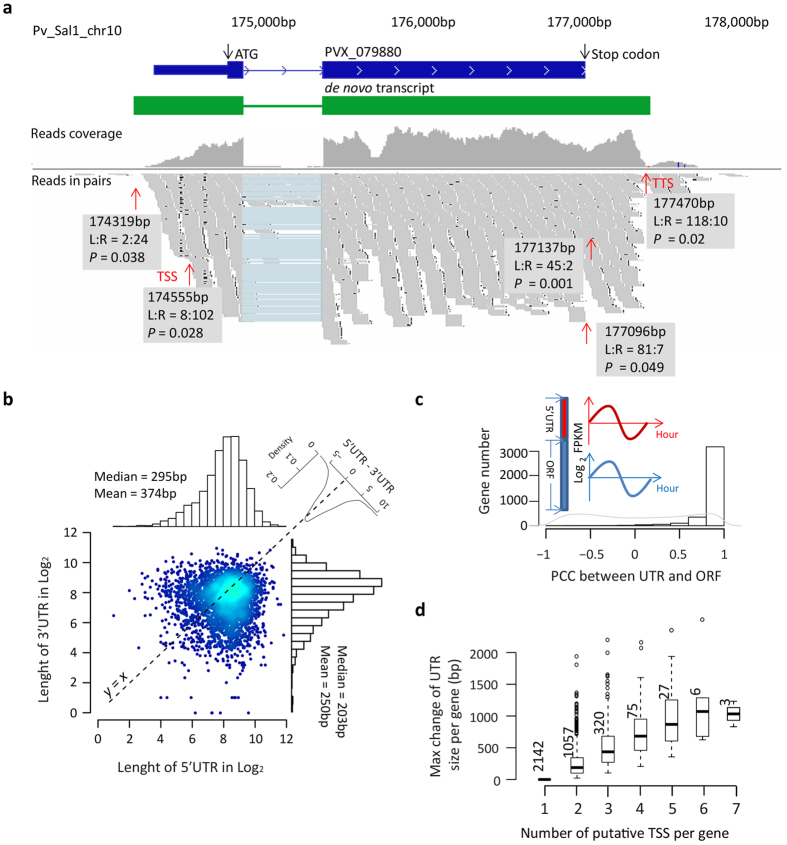
Untranslated regions (UTRs) of the *P. vivax* genes. (**a**) An example of detecting UTR boundaries. The detection of UTR boundary is within the region covered by the *de novo* transcript. Red arrows point out the positions where mapped reads significantly (*P* < 0.05) rise after/before it. The testing window size is 20 bp. For details see Methods. The potential TSS or transcription termination site (TTS) is marked at the position with the highest frequency of starting/ending tags. The position along chromosome, L:R (left:right starting/ending tag) and *P* value at each boundary are listed in grey boxes. (**b**) Scatter plot, histogram distribution of 5′ and 3′UTR length with the median and mean shown inside histograms. The density plot represents the size difference of paired 5′ and 3′UTR of each gene (top corner). The black dash line represents boundaries of equal length of 5′UTR and 3′UTR. The 5′UTR in this diagram represent the most frequent isoform delineated by the main TSS (see Results). (**c**) Histogram of the overall distribution of PCC for transcriptional profiles of 5′UTR (red) and ORF (blue) for 3609 genes. (**d**) The distribution of maximum change of 5′ UTR size in categories of putative TSS number per gene.

**Figure 3:**
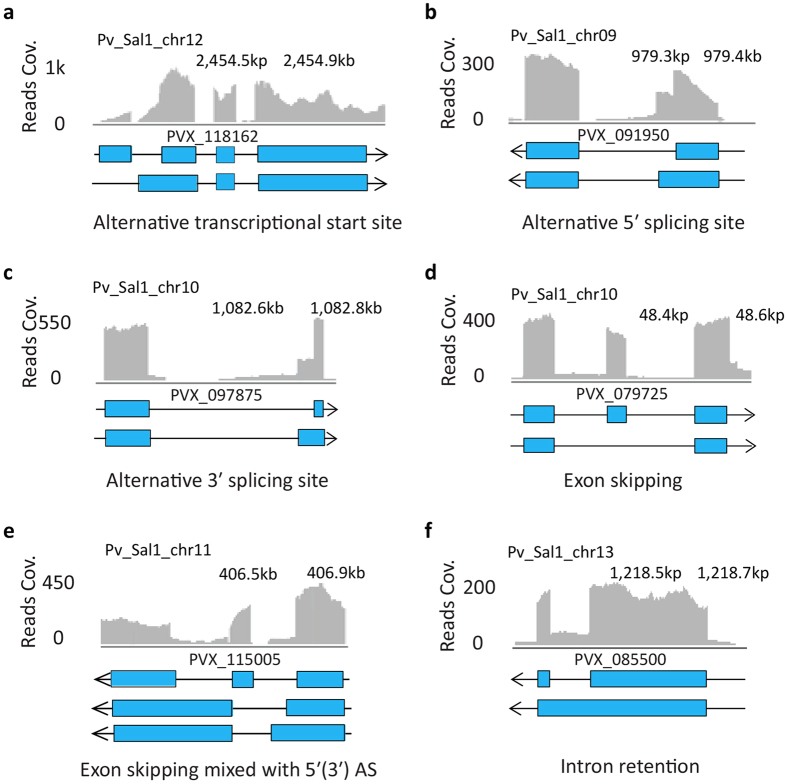
Examples of alternative splicing events in *P. vivax*. (**a**) Exon skipping. (**b**) Alternative 5′ splicing site. (**c**) Alternative 3′ splicing site. (**d**) Exon skipping mixed with 5′(3′) AS. (**e**) Alternative transcription start site with both ends of the first exon altered. (**f**) Intron retention. Blue bars represent exons and the black line introns and the arrow depicts the direction of translation. The histograms above the gene representation depict read coverage (grey bars) as mapped to chromosomal location in the reference genome of *P. vivax* SalI strain (above).

**Figure 4:**
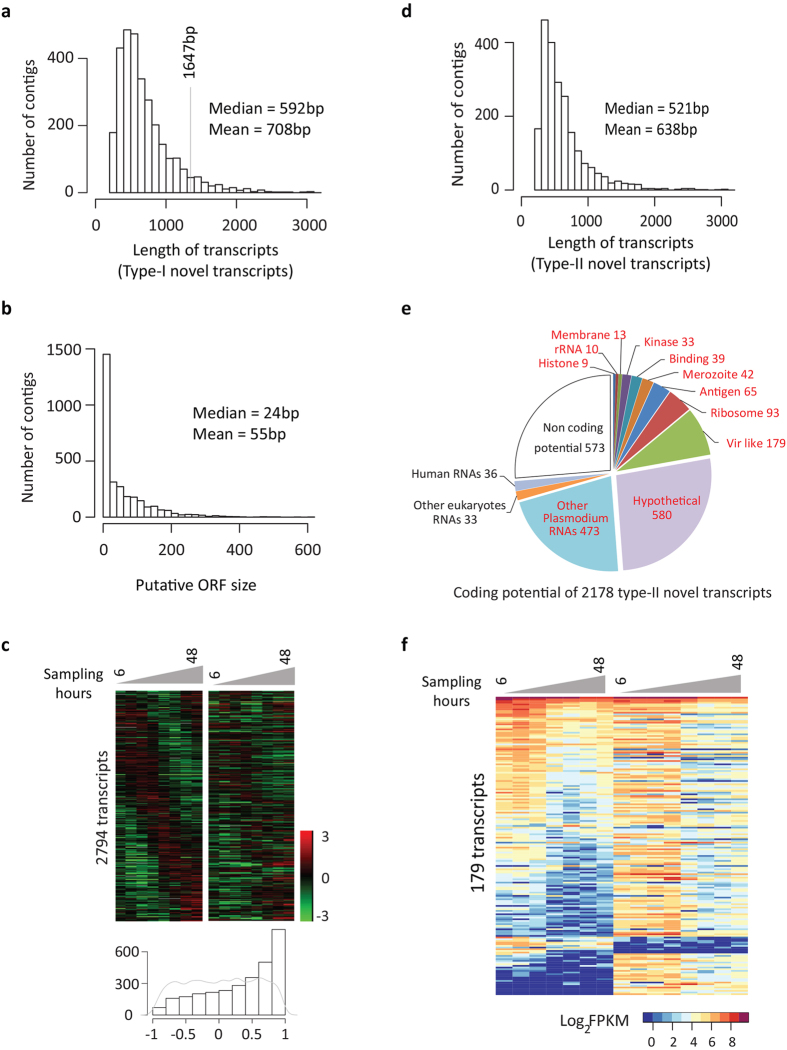
Novel transcripts in the Southeast Asian *P. vivax* strain. (**a**) Length distribution of 3049 type-I novel transcripts which map to genome and outside current gene models. The grey line marks the median size (1647 bp) of protein coding genes currently annotated. (**b**) Length distribution of predicted ORFs for 3018 type-I transcripts without protein homologies. (**c**) Transcriptional profiles in log_2_ ratios for 2794 type-I transcripts (left) in pairs of transcriptional profiles of their nearest downstream gene (right). The histogram on the bottom represents the PCC distribution for paired transcriptional profiles for isolate SMRU2 (see Supplementary Fig. S10 online for SMRU1 data). The grey line represents a PCC distribution of random data. (**d**) Length distribution of 2178 type-II novel transcripts which do not map to current *P. vivax* genome. (**e**) Pie chart of homologous sequences in categories of gene product descriptions for 2178 type-II transcripts. (**f**) Transcriptional profiles in log_2_FPKM for 179 *vir*-like type-II transcripts with SMRU1 data (left) in same order of that with SMRU2 (right).

How the deposited data were processed for this re-analysis (not part of the article)

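The study measured mRNA abundance by RNA-Seq in *ex vivo* cultures of the *P. vivax* isolates SMRU1 and SMRU2, with 7 and 8 time points between 6 and 48 hr of culture, and in 4 control reference samples mixed from the RNA of all 15 time course samples. Each isolate and time point has 1 library. The samples were assigned to isolate and hour from the labels of the libraries and from the Methods. Supplementary Data S1 heads some SMRU1 columns with other times, and the times of the Methods were used.

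The authors aligned the read pairs to the *P. vivax* SalI genome of PlasmoDB with Tophat2, removed reads of r(t)RNA genes, kept uniquely mapped pairs and calculated FPKM over the coding exons of each gene. They left out genes with few reads or an FPKM under 1 in any control reference sample, took the log2 of FPKM and set undetectable values to −4. The deposited values are therefore log2 values, although their column is headed FPKM. They cover 5226 genes, and for the 1998 genes that could be compared they differed from those of Supplementary Data S1 by at most 4.99e-05 log2. Left out by the uniqueness filter are reads that match several members of a gene family equally well. Scaling to the mapped fragments of a library means that a rise of a few abundant transcripts lowers the values of all others. For this reason most results were also computed with every library centred on its median log2 ratio to the controls. This was not done for the control PCC, the count of expressed genes, the expression of AltSpl genes or the gene groups.

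The calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The number of fragments behind each library was recovered from the steps between FPKM values of low expressed genes, using the coding positions in Supplementary Data S3. The span between these positions can include introns, and a multiple of the true number also gives whole fragments, so the smallest number with a clear signal was taken. The precision this depth gives covers counting error only, and with 1 library per time point no biological error can be estimated within an isolate.

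Profiles were log2 ratios of FPKM to the mean of the controls. A peak had to have a prominence of at least 1 log2 unit on the circular profile. Timing came from a sine wave with a period of 48 hr. It did not match the timing listed in Supplementary Data S1. The median absolute difference was 15.7 hr over 1980 genes in SMRU1 and 17.2 hr over 1989 genes in SMRU2. Within 1 hr lay 37 and 47 genes, and the reason was not settled. Isolates were compared over the 7 shared time points by the PCC of each gene, by the rule of the Methods with the exact Wilcoxon signed-rank test, and by limma on log2 FPKM with time point as a block and eBayes with a trend. No pseudocount was added in these comparisons, and alternatives added 1 or 0.1 to FPKM. The median of the isolate difference over all genes was 0.054 log2. The change over time was tested by the moderated F test of limma on the same 14 libraries with isolate as a covariate. Genes were divided into 5 groups of 20% by maximum expression, and maxima at each time point were tested by a one-sided binomial test. Genes with AltSpl events were taken from Supplementary Data S5, and tested by 100000 random draws for expression and by the hypergeometric test for timing. For comparison, 10000 gene sets matched in 20 bins of mean control expression were drawn.

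Gene groups came from Supplementary Data S2, which lists the medoid and the mean distance of each group but not its members. In its SMRU2 sheet the column headings are shifted against the values, which were read by their range. The distance scale that fits the listed distances was found after the values were seen, by trying several scalings of both axes and then scanning the scale of the linear and of the log2 rank change, and with it the largest distance of a group was matched in 96% of the 25 largest groups of SMRU1 and 88% of those of SMRU2. Random sets were drawn 10000 times for each group size. Mixtures of libraries were fitted by non-negative least squares on FPKM divided by the mean control FPKM, with 200 bootstrap draws of genes.

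Gene order was taken from the RefSeq assembly ASM241v2 by locus tag, which matched 5022 of the 5226 identifiers and left 204 unmatched. Its coordinates were not used, since the files were made on another release. The table pairs no product names with identifiers, so gene sets by product name, the count of *vir* genes at high level and their share peaking at the extremes of the IDC were not run.

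The genes named by identifier are those the paper names and neighbours of its chromosome 2 *vir* genes in the gene order. Others were chosen from the 3 with the highest maximum and the 3 with the largest rank change in each isolate. Also named are the 5 with the largest isolate difference among those called by limma with the same direction at all 7 time points. The rest are medoids of the groups discussed. The scripts were tested on simulated data. With 200 changed genes among 5226, limma recovered 94.5% of isolate differences with 9 false calls, and 94% of time differences with 12 false calls. The peak counter recovered 100% of the simulated profiles, the median error of timing was 0.189 hr in SMRU1 and 0.200 hr in SMRU2, and the largest error of a mixture weight was 0.0185. Of 1000 random groups, 0.7% had a share under 0.01 around their own medoid. Untranslated regions, splice junctions, new transcripts and microarray values were not analysed here.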

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

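The test in this part was chosen only after the result was seen. In the 4 control reference samples, 38 values were examined, each for a library far from the other 3: measures of each library, the log2 FPKM of genes named in the text, and the share of each time course library in the mixture fitted to the pool. In 1 of them a library stood apart by Dixon's criterion, and 1.9 would be expected by chance. The share of the SMRU1 18 hr library was 0.0858 in control replicate 3, and between 0.0991 and 0.100 in the other replicates.

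The pools are mixtures of the same RNA, so the design gives no biological explanation, and none was tested. A candidate explanation is technical: the fit can pass weight between libraries with similar profiles. The summed share of SMRU1 18 hr, SMRU1 24 hr and SMRU2 18 hr was 0.256 in control replicate 3, inside the range of 0.247 to 0.263 over the 4 replicates, and the gap of the most distant replicate was 0.534 of that range, below Dixon's limit. Over the replicates, the shares of SMRU1 24 hr ranged from 0.0714 to 0.109 and those of SMRU2 18 hr from 0.0544 to 0.0845. Both ranges are wider than that of SMRU1 18 hr, so the sum could hide the low share whatever its cause. It cannot decide for or against such an exchange. A low share of this kind is also what chance alone gives among 38 values, and exchange and chance cannot be told apart.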

How the results depend on the processing

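No test in this part was chosen after its result was seen, apart from the alternatives named below as added later. The results, tests and alternatives were set before the data were examined, with 86 alternatives for 23 results, and 4 more were added after seeing the data. Of these 90, 60 left a result within its limits, 26 moved it, 1 took it past its threshold and 3 reversed its direction. In the fits that each left out a library, 38 were within these limits and 25 moved. Some of those within the limits could not have moved, and they say nothing about stability. These were the time of the maximum from the ratio to control, a lower or absent FPKM filter, and expressed genes without a control. Where no value shows a cause, the cause was not tested.

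The lowest PCC between control reference samples was 0.9927 and became 0.9991 without the logarithm. With each control left out in turn it ranged from 0.9927 to 0.9933. The counts of expressed and of single peak genes stayed within 1.5 times under all their alternatives. With each time point left out, single peak genes ranged from 4726 to 4866 in SMRU1 and from 4424 to 4686 in SMRU2.

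The median max-to-min change of 2.63 in SMRU1 and 2.23 in SMRU2 became 2.5 and 2.13 on log2(FPKM + 1), 2.45 and 2.02 with centred libraries, and 2.59 and 2.18 among genes with an FPKM of at least 10 in every control. With each time point left out it ranged from 2.39 to 2.57 in SMRU1 and from 2.11 to 2.18 in SMRU2. It was larger in SMRU1 in each of these comparisons.

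The median PCC between isolates of 0.841 became 0.821 by Spearman's rank correlation, 0.830 with centred libraries and 0.848 among genes with an FPKM of at least 10 in every control. Over fewer pairs of libraries, it was 0.418 with SMRU1 set against SMRU2 6 hr later and 0.898 against SMRU2 6 hr earlier. Interpolated to the shift of highest PCC, an alternative chosen after seeing the data, it was 0.971 over fewer time points. With each time point left out it ranged from 0.830 to 0.877. The median absolute timing difference of 2.60 hr became 2.74 hr with centred libraries, 2.43 hr among genes with a good sine fit in both isolates and 2.82 hr over the 7 shared time points.

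The rule of the Methods gave 1 gene as written. It gave 61 genes with the difference criterion turned round, 62 without it, 46 without the PCC criterion, 3 on log2(FPKM + 1) and 0 with Benjamini-Hochberg adjustment, where 705 genes had an unadjusted p under 0.05. The cause is visible in part: the criterion that the difference lie below that between controls excludes 61 of the 62 genes that pass the others.

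limma called 91 genes between isolates, 38 without the time point block and 34 among genes with an FPKM of at least 10 in every control. Its other alternatives gave between 84 and 112 genes. With each time point left out the count ranged from 55 to 100 genes. The 4657 genes that changed over time stayed within 1.5 times, and ranged from 4288 to 4533 with each time point left out. Depth limits these differences most among genes with few fragments, where counting error is largest.

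The ratio of highly expressed genes peaking at 42 hr in SMRU1 was 1.08 and fell to 0.754 when genes were grouped by mean expression. It rose to 1.25 with centred libraries. For the lowest group at 48 hr in SMRU1 the ratio of 1.22 became 0.981 with centred libraries. It was 0.961 among genes with an FPKM of at least 10 in every control, and 1.47 with genes grouped by mean expression. The cause was not tested. The corresponding SMRU2 ratios kept their direction and their side of the threshold. Taking the time of the maximum from the ratio to control cannot change these results, since the control value is constant within a gene.

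In the lowest 10% by variability lay 3 of 6 gene and isolate combinations of the chromosome 2 *vir* genes by the SD, and all 6 by rank change. By the max-to-min log2 change it was 2, and by the SD with centred libraries also 2. AltSpl genes peaking at 48 hr in SMRU2 fell from 16 to 13 with centred libraries (exact hypergeometric p = 0.181) and were no longer over-represented at p under 0.05. The difference in expression of AltSpl genes ranged from 1.56 to 1.6 with each control left out. The count of expressed genes could not move from 5226, since every gene has an FPKM of at least 1 in each control.

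Groups closer to their medoid than random sets fell from 286 to 112 in SMRU1 and from 295 to 107 in SMRU2 when random sets were measured to their own medoids, which was chosen after seeing the data. Not run were the alternatives for gene sets by product name and for *vir* genes at high level or peaking at the extremes of the IDC, since no table of product names was used here. No paired analysis was possible because each isolate and time point has 1 library, so no groups share more than 1 replicate number, and the isolates were paired by time point instead.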

Differences from the paper's values

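One comparison in this part, of random sets with their own medoids, and the searches named below were made only after the values were seen.

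The paper gives 43 genes that differ between isolates, and the rule of its Methods as written gave 1 gene here. Of the alternatives set before the data were examined, the difference criterion turned round gave 61 genes, no difference criterion 62 and no PCC criterion 46, each within 1.5 times of the paper's number. Benjamini-Hochberg adjustment (0 genes), centred libraries (1 gene) and log2(FPKM + 1) (3 genes) did not close the gap.

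The paper's p-value for AltSpl genes peaking at the late schizont stage is 0.0122, and the test on SMRU1 gave 0.0191 here. Restricted to genes above the median of mean control expression, it gave 0.0125. A maximum at 42 or 48 hr (exact hypergeometric p = 0.0273) and centred libraries (exact hypergeometric p = 9.1e-04) did not close the gap. Among 8 combinations of isolate, time points and gene counts, tried after seeing the values, the paper's 23 of 61 genes set against the SMRU2 genes with a maximum at 42 or 48 hr gave 0.0122. The counts of genes did not differ by this measure. The paper gives 23 genes in SMRU1 and 21 in SMRU2, and a maximum at 48 hr gave 19 and 16. With 42 hr included, 23 and 22 genes were counted.

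For gene groups closer to their medoid than random sets, the paper gives 77 in SMRU1 and 83 in SMRU2, and 286 and 295 groups were counted here. No alternative for this count was set before the data were examined. With random sets around their own medoids, chosen after seeing the values, the counts were 112 and 107, within 1.5 times of the paper's.

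The paper's numbers of single peak genes, 4981 and 4828, are within 1.5 times of those found here. The numbers of genes with a max-to-min change over 2-fold were 4981 in SMRU1 and 4828 in SMRU2, the same as the paper's, which was noticed after they were computed.

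Some rankings and directions differ. For highly expressed genes the paper places the enrichment in the middle of the IDC, from late rings to mid schizonts, with SMRU2 in Fig. 1a. In SMRU1 the highest group was over-represented at 6 hr (ratio 1.45), which is labelled late ring and so lies within that part. It was also over-represented at 48 hr (1.33), labelled late schizont, and its ratio at 24 hr, labelled trophozoite, was 0.291. For the lowest group the paper names the late schizont stage, and the ratios were also above 1 at 24 hr in SMRU1 (1.27, p = 2.4e-05) and at 18 hr in SMRU2 (1.24, p = 1.1e-04). In SMRU2, Fig. 1a, read by eye, has no asterisk for the lowest group at 18 hr, the second lowest at 18 hr, the second highest at 24 hr or the highest at 30 and 36 hr. The one-sided exact binomial p-values there were 1.1e-04, 7.4e-07, 9.6e-04, 0.00899 and 0.00760.

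The paper places the chromosome 2 *vir* genes PVX_096970, PVX_096980 and PVX_096987 in the lowest 10% by variance. By the SD, PVX_096980 was above 13.0% and 10.7% of genes in SMRU1 and SMRU2, and PVX_096987 above 12.6% in SMRU1. By rank change, an alternative set before the data were examined, all 6 gene and isolate combinations were in the lowest 10%. By max-to-min log2 change and with centred libraries, also set before, 2 of 6 were. The paper calls them adjacent, and in the RefSeq gene order PVX_096975 lies between PVX_096970 and PVX_096980. For clusters of protein metabolism the paper reads medium levels from centers in the middle of the wizard's hat plot. The medoids of proteolysis, protein folding, ATP synthase and protein processing had maxima above 73.6% to 89.1% of genes. A percentile among genes is not a place on that plot, so these statements need not conflict. The paper names translation as the only scattered process. Around random sets' own medoids, 29 groups in SMRU1 and 32 in SMRU2 were wider than 99% of random sets, among them translation with a mean distance of 2.20 against 1.58 in SMRU1.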

Other observations

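The tests on the age of the late signal and on the share of SMRU1 6 hr in the control pools were chosen only after the results were seen. Each pattern here was found and tested on the same data, and the paper does not report these tests.

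The difference between isolates was examined with the isolate labels swapped within time points, which gives 64 ways to divide the 14 libraries. Only the real labels gave as many limma calls, 1 of 64, and the highest count of the other swaps was 0. For the paper's rule with its difference criterion turned round, again 1 of 64 gave as many, and the highest of the others was 41 genes. The swaps exchange serial samples of the same cultures, so they cannot tell a difference between isolates from one between cultures. A difference in parasite age was tested by interpolating SMRU1 to the best shift. Over the same 5 time points limma then called 858 genes, against 67 without the shift. Interpolation averages neighbouring libraries and lowers the spread in SMRU1, which can raise the count by itself. Whether the genes called without the shift stayed among them was not examined. The count therefore cannot decide whether the difference in age accounts for the calls. The 91 genes called over all shared time points lie in particular places. Of the 84 called genes with a known position, 59 (70.2%) were on unplaced sequence or within 10 genes of a chromosome end, against 269 of 4938 other genes (5.45%, Fisher's exact test, one-sided, p = 2.6e-52). The called genes are thus mostly in regions where a difference in gene content or sequence from the reference strain could lower the mapping in an isolate, and without the reads this cannot be told apart from a difference in transcription.

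The SMRU2 6 hr library carried a late signal. Fitted as a mixture of SMRU1 libraries, 25.1% of its weight fell on libraries of 30 hr and later (weight 0.242, 95% bootstrap interval over genes 0.226 to 0.258), with a mean time of 35.4 hr. Reads from the SMRU1 schizont libraries were tested by fitting the libraries of both isolates together, in which the late weight came from SMRU2 (0.257) and not from SMRU1 (0.00977). A mislabelled time point was examined with single libraries. The best of them was SMRU1 6 hr, the labelled time, with a residual 1.3 times that of the mixture. This ratio cannot decide, since a mixture fits at least as well as any of its members. SMRU2 24, 30 and 36 hr had larger ratios, 1.38, 1.42 and 1.37. For older parasites in the culture, the late component was followed in time. Its mean time rose to 44.8 hr in the 12 hr library, where the weight was 0.0798, and to 46.2 hr in the 18 hr library, where it was 0.0393. An older subpopulation that matured in the culture would give a rise of this kind, but its presence remains a hypothesis. By microscopy at blood collection, the paper counted only rings in an isolate and mostly rings in the other. Read in the order the isolates are named, the other was SMRU2. In the fit to both isolates all of the SMRU2 late weight was on the 30 hr library of SMRU2, so reads from that library are a candidate source too. This was not tested further, and the late signal cannot be told apart from it.

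The max-to-min change was smaller in SMRU2 by 0.400 log2 in the median. Lower depth in SMRU1 could widen the change by counting error, but among genes with an FPKM of at least 100 in every control the difference was 0.395, 98.6% of that over all genes. Adding the late components of the SMRU2 libraries to the SMRU1 6 and 18 hr libraries lowered the SMRU1 median to 2.38 and closed 60.6% of the difference. Mixing of this kind tends to narrow the change by itself. Without the 6 hr library of SMRU1 and the 6 and 12 hr libraries of SMRU2, the medians were 2.40 and 2.03. SMRU1 thus kept the larger change without the early SMRU2 libraries that carried most of the late signal. These results point in different ways, so whether the late signal explains a part of the difference was not settled. A lower synchrony of SMRU2 throughout was not tested.

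AltSpl was listed mostly in highly expressed genes, and expression level was tested as an explanation for the timing of these genes. Among 10000 gene sets matched on mean control expression, a share of 0.0142 in SMRU1 and 0.0075 in SMRU2 had as many genes with a maximum at 48 hr, where 11.6 and 8.52 genes were found on average against 19 and 16. Expression level does not account for the over-representation in these sets. The number of junction reads, on which the detection of AltSpl rests, was not tested as a further explanation.

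For the gene groups on the wizard's hat plot, the choice of medoid was tested as an explanation for their closeness. With random sets measured to their own medoids, the groups with a share under 0.01 fell to 112 in SMRU1 and 107 in SMRU2, from 286 and 295 with listed medoids. This comparison sets the spread of a group against the spread of random sets and leaves out its position on the plot. The fall therefore mixes position with the choice of medoid and cannot show how much of the closeness the choice explains. The groups that remained, where 7.38 would be expected by chance, are not explained by the choice. Of the groups with a paper p-value under 0.01, 42 of 77 in SMRU1 and 45 of 83 in SMRU2 remained. Random sets with distances to their own medoids, put through the paper's Wilcoxon test, passed in 0.1 groups on average. By that test the choice of medoid alone thus gave few groups. The *vir* family is among the groups that did not remain. Its mean distance in SMRU1 was 2.18, smaller than the 2.90 of random genes around its medoid and larger than the 1.57 of random sets around their own.

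In the control reference samples, each of which should hold the 15 RNAs in equal amounts (a share of 0.0667), the mixture fit gave SMRU1 6 hr a mean share of 0.0189. Its share was the lowest of all 15 libraries in 4 of 4 pools. The next lowest mean shares were those of SMRU2 12 hr (0.0414) and SMRU2 6 hr (0.0429). Noise of a single control library was tested by the highest share of SMRU1 6 hr, 0.0234. It lay below the lowest share of any other library, 0.0341. The pools were mixed by amount of total RNA. A lower mRNA share of the SMRU1 6 hr RNA, or a smaller amount added to a common mixture, could give its low value. Weight passed between libraries with similar profiles in the fit is possible too. None of these was tested.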
